# Transcriptomic dynamics of breast cancer progression in the MMTV-PyMT mouse model

**DOI:** 10.1186/s12864-017-3563-3

**Published:** 2017-02-17

**Authors:** Ying Cai, Ruben Nogales-Cadenas, Quanwei Zhang, Jhih-Rong Lin, Wen Zhang, Kelly O’Brien, Cristina Montagna, Zhengdong D. Zhang

**Keywords:** RNA-sequencing, PyMT mouse model, Breast cancer

## Abstract

**Background:**

Malignant breast cancer with complex molecular mechanisms of progression and metastasis remains a leading cause of death in women. To improve diagnosis and drug development, it is critical to identify panels of genes and molecular pathways involved in tumor progression and malignant transition. Using the PyMT mouse, a genetically engineered mouse model that has been widely used to study human breast cancer, we profiled and analyzed gene expression from four distinct stages of tumor progression (hyperplasia, adenoma/MIN, early carcinoma and late carcinoma) during which malignant transition occurs.

**Results:**

We found remarkable expression similarity among the four stages, meaning genes altered in the later stages showed trace in the beginning of tumor progression. We identified a large number of differentially expressed genes in PyMT samples of all stages compared with normal mammary glands, enriched in cancer-related pathways. Using co-expression networks, we found panels of genes as signature modules with some hub genes that predict metastatic risk. Time-course analysis revealed genes with expression transition when shifting to malignant stages. These may provide additional insight into the molecular mechanisms beyond pathways.

**Conclusions:**

Thus, in this study, our various analyses with the PyMT mouse model shed new light on transcriptomic dynamics during breast cancer malignant progression.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3563-3) contains supplementary material, which is available to authorized users.

## Background

Breast cancer is a globally prevalent disease and a leading cause of cancer-related mortality among women of all ages [1]. In 2008 there were 1.38 million new cases worldwide, and the disease caused ~458,400 deaths [2]. The number increased to 1.67 million in 2012, accounting for 11.9% of all cancer new cases [3]. A malignancy with a multistep pathological process, breast cancer in humans starts with the premalignant atypical ductal hyperplasia (ADH), followed by ductal carcinoma *in situ* (DCIS) and subsequent malignant invasive ductal carcinoma (IDC) [4]. Patients surviving the primary tumors often die of carcinoma-culminated metastasis [1]. Despite widely recognized evidence that ADH and DCIS are precursors of IDC, few biomarkers identified from the early stages can explain and predict tumor progression. Many genes have been shown to contribute to breast cancer development [5], but the molecular mechanisms of its progression remains largely unknown, which greatly limits our abilities for early diagnosis and treatment of breast cancer patients with metastasis risk [6].

Transgenic mouse models have been widely used to study breast cancer, and the PyMT mouse model is one of them [7–9]. Expression of the oncoprotein, polyoma middle T (PyMT) antigen from mouse polyoma virus, is under the control of the mouse mammary tumor virus (MMTV) long terminal repeats (LTR) and is restricted to mammary epithelia [10]. By stimulating multiple signaling including Shc and PI3-kinase, the membrane scaffold protein PyMT activates MAPK and PI3K pathways that function in cell proliferation and survival [11, 12]. Sharing both morphological and transcriptional features with the human disease [10] and resembling the human luminal B subtype of breast cancer on gene expression profiles [9], the MMTV-PyMT transgenic mice provide us a reliable animal model for breast cancer progression. The primary tumors developed in this mouse model go through four stereotypical stages of cancer progression – hyperplasia, adenoma/mammary intraepithelial neoplasia (MIN), early and late carcinoma – while progress from pre-malignancy to malignancy.

Because most previous studies of PyMT mice focused only on the carcinoma stages, little is known about gene expression alterations in the early stages as well as their impacts to the later stages. In this study, we examined gene expression dynamics in the full range of breast tumor development from hyperplasia to late carcinoma. Using RNA sequencing instead of microarray, our data had a wider dynamic range and a higher sensitivity to better detect differentially or lowly expressed genes. Moreover, to go beyond single gene inspected by earlier studies, we explored biological networks to learn the connections and interplays among genes. Networks are powerful in interpreting the underlying mechanisms of diseases by revealing disease modules, which are groups of highly connected genes or gene products [13]. In this study, we carried out differential gene expression profiling, time-course analysis and network-based gene screening to identify candidate genes that may contribute to breast cancer progression. We found that many genes differentially expressed in the late carcinoma stage initiated the expression alteration at the hyperplasia stage. We also identified genes with disrupted expression during the transition from premalignance to malignance. Last, we found gene modules that co-expressed in tumors with hub genes predict future metastasis. Thus, by proposing novel candidate oncogenes that may promote tumor progression and malignant transition, our study helps to find genes as potential biomarkers and drug targets for breast cancer treatment.

## Methods

### Animals and tissue collection

This study of cancer in mice was approved by the Institutional Animal Care and Use Committee (IACUC) of Albert Einstein College of Medicine. All procedures involving mice were conducted in accordance with the National Institutes of Health guidelines concerning the use and care of experimental animals. Male PyMT mice (FVB/N-Tg(MMTV-PyVT)634Mul/J mice, Stock Number: 002374, the Jackson Laboratory) were randomly bred with homozygous FVB females to obtain F1 female mice (PyMT mice hereafter) heterozygous for the PyMT transgene; they developed breast cancer and were used as cases. Homozygous FVB females were used as controls.

We selected four time points corresponding to different tumor progression stages: hyperplasia at week 6, adenoma/MIN at week 8, early carcinoma at week 10, and late carcinoma at week 12 [10]. At each time point, mammary tumors and normal mammary glands were collected from three PyMT mice and three age-matched FVB controls, respectively. We snap froze all samples and kept them at –80°C. We had a pathologist examined the morphology of our PyMT tumor samples and observed typical features of various tumor developmental stages (Additional file 1: Figure S1A). We also estimated the percentage of infiltrating cells as the sample purity. By H&E staining, the pathology report showed less than 5% stromal and muscle cells, with rare inflammatory cells in carcinoma samples. In general, we had greater than 90% tumor cells in our carcinoma samples, which surpassed the Cancer Genome Atlas (TCGA) criteria (over 60% tumor cells for human tumor samples) [14, 15].

### Directional RNA sequencing

Total RNAs were extracted from frozen samples using the miRNeasy mini kit (Qiagen) according to the manufacturer’s protocol. Agilent 2100 Bioanalyzer was used to check RNA quality. The total RNA was treated with DNaseI, depleted of ribosomal RNA with Ribo-Zero Magnetic Gold Kit (Epicentre), followed by ethanol precipitation. Next, RNA was converted to cDNA using SuperScript III First-Strand Synthesis Kit (Invitrogen) with 80ng random hexamers and 50mM oligo-dT and subsequently ethanol precipitated. Single-stranded cDNA was converted to dsDNA by DNA polymerase I while incorporating dU/VTPs (10mM). Samples were fragmented to 200–300bp using Covaris. After fragmentation, samples were purified using the MinElute PCR purification kit (Qiagen). Fragmented samples underwent standard end-repair, dA-tailing and adapter ligation using Illumina TruSeq adapters for multiplexing. Adapter-ligated cDNA was treated with uracil-DNA glycosylase followed by enrichment PCR using Kapa reagents for 14 cycles. Libraries were size selected for 150–600 bp on a 2% low-melt ultra low-range agarose gel stained with SYBR Gold (Invitrogen) to eliminate adaptor dimers. Purified libraries were used to sequence on Hiseq2500 according to standard protocols. The PyMT RNA-sequencing data is available in the Gene Expression Omnibus (GEO) database as GSE76772.

### Statistical analysis

Sequence data were preprocessed by WASP 3.0 [16], an in-house pipeline. FastQC [17] was used for reads quality control. The raw FASTQ files were trimmed for adapter sequences using quart. Then GSNAP v2012-07-02 [18] was used to align reads to mm9 reference genome with default settings. Gene counts were given by HTSeq v0.5.3p3 [19].

All statistical analyses were carried out with R v3.0.1 [20]. After removing transcriptionally inactive genes (read count per million < 1 in more than half of the samples) from raw RNA-sequencing gene counts, we got high confident gene counts, which were then normalized by DESeq [21]. The PCA analysis used method adopted from DESeq. The R package edgeR v3.4.2 [22] was used to perform statistical analysis on gene counts and to detect differentially expressed genes. Differentially expressed genes (DEGs) at each stage were analyzed for enrichment on REACTOME [23] and KEGG [24] pathways using the R package GOseq [25], which corrects bias owing to gene length and expression variability. To reduce noise and redundancy, we used GSEA (Gene Set Enrichment Analysis) [26] to investigate hallmark gene sets (“Hallmark gene sets summarize and represent specific well-defined biological states or processes and display coherent expression”, as defined by GSEA).

### Weighted gene co-expression network analysis

We conducted the weighted gene co-expression network analysis (WGCNA) using the R package WGCNA [27] to identify co-expressed genes. We used the normalized expression values from aforementioned analysis as input to construct a signed gene co-expression network. Then we looked at module preservation to find the most robust and generalized modules using a composite Z-summary statistic. For highly preserved modules, we calculated the module eigengene (the first principal component). Labels that denote the disease stages (normal, hyperplasia, adenoma/MIN, early carcinoma and late carcinoma) were permuted. We permuted the labels 10,000 times, and used an R package coin to test the statistical significance of Spearman’s correlation coefficient between tumor progression stages and module eigengenes. The results were exported to VisANT [28] for network visualization.

### Time-course data analysis

To model the transitional changes in gene expression, we calculated a log2 ratio change (LRC) of each gene between stages *i* + 1 and *i* using results from the previous DEGs analysis: LRC = log_2_R^(*i*+1)^ – log_2_R^(*i*)^ (*i* = 1, 2, 3; stage 1 as hyperplasia). After normalizing LRCs to z-scores, we categorized the transitional changes into positive (+1), negative (–1), and constant (0) transition statuses by their deviance from the mean. Since there are three transitions and three transition statuses, altogether we have 3^3^ = 27 possible groups of transition patterns.

To find gene expression trends along tumor progression, we selected the top 1,000 genes with highest PCA loadings, and divided the means of normalized expression at week 8, 10 and 12 by that of week 6 to get relative expression ratios. We then used *k*-means clustering to group genes based on the ratio. We plotted the number of clusters against the total within cluster SS (sums of squares) and selected the cluster value at the first inflection point, which is 5.

### Quantitative real-time PCR (qPCR)

The qPCR was performed using the 2^−ΔΔCt^ method. The RNA was converted to cDNA using SuperScript III First-Strand Synthesis Kit (Invitrogen), followed by reactions using ABI StepOnePlus Real-Time PCR System instrument (Applied Biosystems). Each 10μl reaction included 5μl Taqman Fast Master Mix, 2.5μl RNAse-free water, 2μl cDNA (10 nM) and 0.5μl Taqman primer set. *Actb* was used as the internal control gene to give genes tested a relative fold change using the 2^−ΔΔCt^ method. The qPCR primers are by Taqman Gene Expression Assays, catalog number 4448892.

## Results

### Differentially expressed genes are enriched in cancer-related pathways and E2F targets

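Mammary glands or mammary tumors of female mice were compared at 4 ages. PyMT mice express the polyoma virus middle T antigen under the MMTV promoter and develop mammary tumors, and FVB mice of the same strain without the transgene served as controls. The authors extracted total RNA, removed ribosomal RNA and sequenced directional libraries from 3 PyMT and 3 FVB mice at each of weeks 6, 8, 10 and 12, which makes 24 samples in 8 groups. Week 6 stands for hyperplasia, week 8 for adenoma/MIN, week 10 for early carcinoma and week 12 for late carcinoma. The authors trimmed adapters, aligned the reads to the mm9 genome with GSNAP, counted them per gene with HTSeq and deposited the raw counts of 37991 Ensembl genes, without normalization. The total count per sample ranged from 6969375 to 13516601, with a median of 8280269 over all samples, 8264499 in PyMT and 8472280 in FVB. At week 6 the totals were 7701687 to 13516601 in PyMT and 9630077 to 11376792 in FVB. At week 8 they were 7908370 to 12521904 in PyMT and 7413790 to 7996461 in FVB. At week 10 they were 7200680 to 9058740 in PyMT and 8126373 to 11928398 in FVB, and at week 12 they were 7026040 to 8288669 in PyMT and 6969375 to 8898264 in FVB. Of the 37991 genes, 26153 had a count in any sample, and the 14918 genes with a CPM (counts scaled to the size of the library) of at least 1 in at least 12 of the 24 samples were tested. Counts were scaled by edgeR's TMM method for tests and by DESeq2's size factors for the normalized counts. At each week the 3 PyMT samples were compared with the 3 FVB samples by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene with an adjusted p under 0.05 and a fold change above 2 was taken as differentially expressed. The paper's text names edgeR, the 2 thresholds and the filter on low counts, and it does not name the edgeR function or say whether the weeks shared a fit. In 13 of the 24 libraries, 6 of PyMT and 7 of FVB, the number of genes by count had a peak well above 1, at 8 to 25 counts, which is called the packet size here. All 3 PyMT libraries of week 6 and all 3 FVB libraries of week 10 were among them. In the FVB library of week 10 replicate 3, whose packet size was 19, 4.4% of the 3799 genes with a median of 10 to 30 CPM had a count of 0, and in the PyMT library of week 8 replicate 2, whose packet size was 23, 2.87% of these genes did. In the other libraries with a packet size the share ran from 0% to 1.92%, and in the 11 libraries without one it was at most 0.211%.

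**Figure D1:**
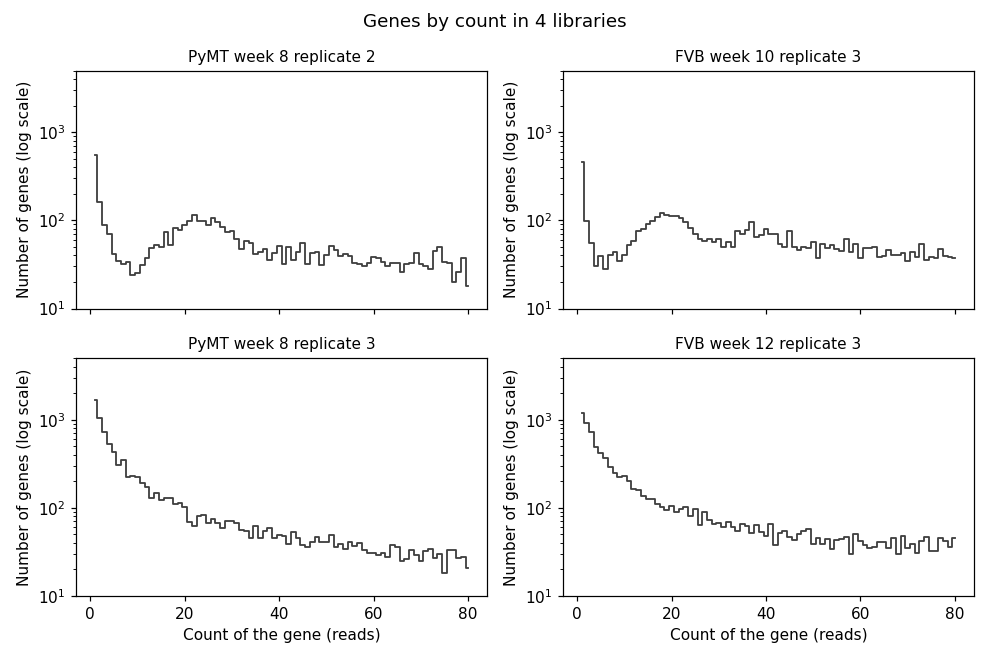
Number of genes (vertical axis, log scale) with each count from 1 to 80 (horizontal axis, counts per gene) in 4 of the 24 libraries, each drawn as a line. The line of the PyMT library of week 8 replicate 2 has a peak near its packet size of 23 and that of the FVB library of week 10 replicate 3 a peak near its packet size of 19, while the lines of the PyMT library of week 8 replicate 3 and the FVB library of week 12 replicate 3 fall from a count of 1.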

To determine the transcriptional distinction among different cancer developmental stages, we first performed PCA analysis (Methods). The PyMT tumor samples are clearly separated from the FVB controls on PC1. 

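PCA was run on DESeq2 variance-stabilized counts of the 500 most variable genes. PC1 carried 66.9% of the variance. Its score was 27.2 ± 7.57 (SD, n = 12) in the PyMT samples and -27.2 ± 10.7 (SD, n = 12) in the FVB samples, a difference of 54.4 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest they can give). The PyMT scores ran from 14.5 to 42.5 and the FVB scores from -46.7 to -15.5, so the groups did not overlap. With all 14918 tested genes in place of the 500, PC1 carried 52.4% of the variance and the difference was 93.6.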

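On PC1 and PC2, 3 of the 12 PyMT samples lay nearest to the mean of the other samples of their own stage. Within PyMT, PC2 followed skeletal muscle marker genes (Pearson 0.944), so this count does not measure stage alone. Along PC1 the correlation of the PyMT scores with week was 0.486 (Pearson, permutation p = 0.109) and 0.561 (Spearman, permutation p = 0.0668), and Pearson's r was 0.682 without the 2 samples farthest from the median score. Along PC2 the PyMT correlation was -0.375 (Pearson, permutation p = 0.227) and -0.324 (Spearman, permutation p = 0.314), and -0.423 without those 2 samples. After Benjamini-Hochberg adjustment over the 8 relations of PC1 to PC4 with week in the PyMT and in the FVB samples, the Pearson p was 0.218 for PC1 and 0.363 for PC2.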

There is also a temporal separation among the PyMT samples from various stages except for one adenoma/MIN sample (Fig. 1a, Additional file 1: Figure S1B). In Fig. 1b, we showed contributions to PCs from different biological and technical conditions as covariates; it is clear that only biological contribute to PCs, but not the technical ones. Disease condition and stage strongly contribute to PC1, mouse age contributes to PC3, and litter slightly contributes to PC2. This means that the variance separating PyMT tumors from FVB controls was the underlying biological factors, not the technical ones such as batch effect. In addition, we examined genes with top loadings on PC1 and found that only *Fhl1* and *Txnip* are cell cycle-related genes. This means that the difference we observed was mainly due to something other than cell cycle.

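PC1 to PC4 were set against genotype and week, and litter was not used here. PC2 carried 21.5% of the variance, and its mean score differed between PyMT and FVB by 7.88 (two-sided permutation test, p = 0.249). With the 10 skeletal muscle marker genes left out of the PCA, PC2 rose and fell with the mean of these markers within the 12 FVB samples (Pearson 0.978, permutation p = 1e-05, the smallest they can give; Spearman 0.986, permutation p = 1e-05), and r was 0.966 without the 2 samples farthest from the median of the markers. PC3 carried 2.76% of the variance. Its correlation with week was -0.606 in the PyMT samples (Pearson, permutation p = 0.0373) with a Spearman rho of -0.540 (permutation p = 0.0769), and -0.624 in the FVB samples (Pearson, permutation p = 0.0328) with a rho of -0.605 (permutation p = 0.0449). Without the 2 samples farthest from the median score these r were -0.381 and -0.516. PC4 carried 1.92% of the variance and had a correlation with week of 0.666 in the PyMT samples (Pearson, permutation p = 0.0194; Spearman 0.561, permutation p = 0.0678). It was 0.405 without the 2 samples farthest from the median score. Both were of week 6, the first of the weeks, so the lower value does not show that the relation rested on them alone. All 3 relations had an adjusted p of 0.0995 over the 8 relations, and none passed 0.05.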

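The largest loadings on PC1 in absolute value were those of Lalba (0.0778), Car3 (-0.0774), Cyp2e1 (-0.0762), Car6 (0.0761) and Spp1 (0.0751). Fhl1 (ENSMUSG00000023092, chromosome X from 53984964 to 54046523 of mm9) ranked 61 of the 500 genes with a loading of -0.0582, and Txnip (ENSMUSG00000038393, chromosome 3 from 96361880 to 96365806) was not among the 500. At week 12 the log2 fold change of Fhl1 was -5.05 (standard error 0.93, adjusted p = 0.00554) and that of Txnip -1.40 (standard error 0.19, adjusted p = 0.00139), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 372 genes of the paper's black module, which holds its DNA replication and cell cycle genes, 10 were among the 500 genes and 0 among the 100 with the largest loadings, whereas 6 of 8 adipocyte marker genes were among those 100. Leaving the genes of the black module out of the PCA gave a PC1 difference between PyMT and FVB of 54.3.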

**Fig. 1:**
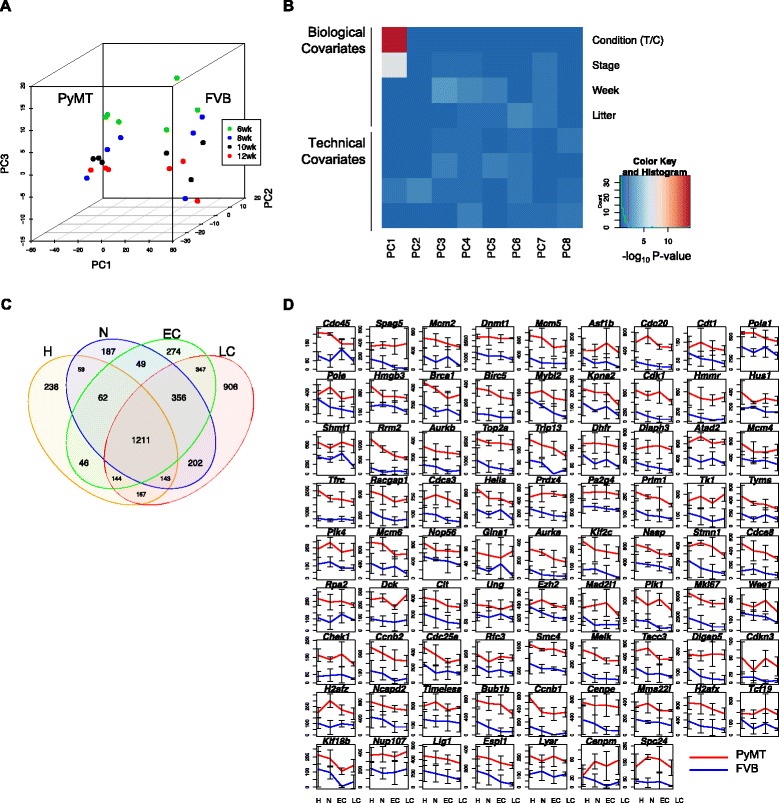
Differentially expressed genes along tumor progression. **a** PCA of PyMT and FVB samples. It shows the separation between tumor and control samples. **b** Biological and technical confounders’ contribution to PCs. The heatmap shows –log10 *p*-value of linear regression of top PCs on some known covariates. Red indicates significant correlation. The disease status, whether it is tumor or control, contributes most significantly to PC1 and PC2. No technical covariates exhibited correlation to any PCs. Plotted with the ggplot2 R package [80]. **c** Venn diagram of DEGs. A majority of the DEGs at each one of the four time points were also detected in at least one another time point. **d** Mean expression of 79 E2F-targeted DEGs at four stages. The red line denotes PyMT tumors, and the blue line controls. The normalized gene counts were plotted with the error bar showing the standard deviation. 79 targets were differentially expressed in late carcinoma stage (week 12). H, hyperplasia; N, adenoma/MIN; EC, early carcinoma; and LC, late carcinoma

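Of the 1498 DEGs of week 6, 1311 (87.5%) were also DEGs at another week. The corresponding numbers were 1369 of 1484 (92.3%) at week 8, 1777 of 2076 (85.6%) at week 10 and 2007 of 3092 (64.9%) at week 12.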

We then examined differentially expressed genes (DEGs) at each stage. At each time point (week 6, 8, 10 and 12), we compared three PyMT samples with three FBV controls (Methods), and identified 2,070, 2,269, 2,489, and 3,476 DEGs respectively (fold change > 2, FDR < 0.05, Table 1 and Additional file 2: Table S1). 

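With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, an adjusted p under 0.05 and a fold change above 2, the number of DEGs was 1498 at week 6, 1484 at week 8, 2076 at week 10 and 3092 at week 12. Of these genes, 97.9%, 97.5%, 94.3% and 91.4%, respectively, were also in the paper's lists of DEGs for the same week. The list read for week 12 held 3269 symbols, whereas the paper reports 3476 DEGs at that week. The 91.4% therefore comes from a shorter list and may be too low. A test against a fold change of 2 (edgeR's glmTreat) moved the counts most, to 374, 344, 871 and 1363. DESeq2's Wald test gave 2229, 2493, 2918 and 3578. With 1 of the 6 samples of a week left out in turn, the number of DEGs ran from 857 to 1606 at week 6, from 513 to 1473 at week 8, from 1262 to 2370 at week 10 and from 2189 to 3438 at week 12.

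**Figure D2:**
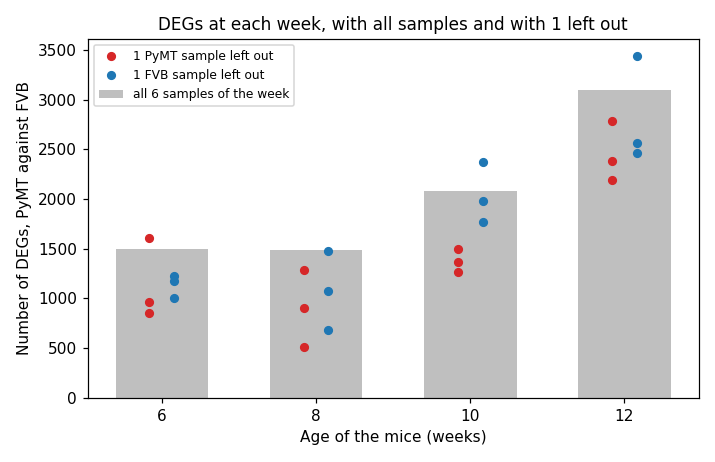
Number of DEGs (vertical axis) at each week (horizontal axis). The bars stand for the fits with all 6 samples of the week, and each point for a fit with 1 PyMT sample (red) or 1 FVB sample (blue) left out. At week 8 every point lies below the bar of 1484 DEGs.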

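Week 12 had 1.49 times as many DEGs as week 10, the week with the next largest number, when each week was fitted on its own 6 samples. When all 24 samples shared a fit, the ranking changed to 2740 DEGs at week 10, 2332 at week 12, 2086 at week 8 and 1764 at week 6.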

The last stage (late carcinoma) had the most DEGs and was with a big increase on the DEG number comparing to all other stages. 

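The down-regulated DEGs numbered 964 at week 6, 951 at week 8, 1356 at week 10 and 1936 at week 12, against 534, 533, 720 and 1156 up-regulated DEGs. The down-regulated share was thus 64.4%, 64.1%, 65.3% and 62.6%. The direction of this difference depended on the scaling. With library size only in place of TMM, which moved the median log2 fold change of all tested genes up by 0.27, 0.24, 0.29 and 0.32 at the 4 weeks, 654, 745, 956 and 1527 genes were down-regulated and 779, 830, 989 and 2054 up-regulated, a down-regulated share of 45.6%, 47.3%, 49.2% and 42.6%.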

We also found that more genes were down-regulated than up-regulated ((1,430, 1,486, 1,609, 2,205) vs. (640, 783, 880, 1,271) DEGs at each stage (Table 1). Among the union of all 4391 DEGs, a significant proportion of DEGs (27.2%, 1,211 genes) appeared at all four stages (Fig. 1c). This is consistent with a previous human study, which showed that gene expression in ADH, DCIS, and IDC are highly similar during tumor progression [4]. 

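The union over the 4 weeks held 3859 DEGs, and 770 of them (20.0%) were DEGs at every week. Across the other tests, fits and filters the number shared by all weeks ran from 151 of 1632 with glmTreat to 1210 of 4876 with DESeq2's Wald test. From the DEGs that appear at all stages, the paper proposes that expression is similar along progression, as in an earlier human study.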

Yet, metastatic risk could be predicted based on gene expression profile of primary carcinoma [29, 30]. Among these 4,391 key genes, 92 genes were among the 289 breast cancer-related genes identified by MalaCards [5].

**Table 1:** Differentially expressed genes at four stages

Stage	Down	Up	Total
Hyperplasia	1430	640	2070
Adenoma/MIN	1486	783	2269
Early carcinoma	1609	880	2489
Late carcinoma	2205	1271	3476
Union	2642	1749	4391

Note: Numbers of DEGs identified at the four stages

We then analyzed REACTOME, KEGG, and GSEA-hallmark enrichment (Methods) of the DEGs identified at each stage. Of the KEGG pathways, the extracellular matrix (ECM) receptor interaction (KEGG:04512) and metabolic pathways (KEGG:01100) were enriched in the down-regulated DEGs; DNA-replication (KEGG: 03030) and cell cycle (KEGG: 04110) in the up-regulated DEGs (Fig. 2a). 

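Each REACTOME term of 10 to 500 tested genes, 846 terms in all, was tested for DEGs against the 14918 tested genes by Fisher's exact test (one-sided) with Benjamini-Hochberg adjustment over the terms. Among the down-regulated DEGs 97, 91, 68 and 113 terms passed an adjusted p of 0.05 at weeks 6, 8, 10 and 12, and among the up-regulated DEGs 1, 5, 27 and 118 did. Extracellular matrix organization (202 genes) held 59 down-regulated DEGs at week 6 (odds ratio 6.29, adjusted p = 8.53e-21), 49 at week 8 (4.90, 1.48e-13), 53 at week 10 (3.66, 3.04e-10) and 78 at week 12 (4.35, 2.04e-17). Metabolism of lipids and lipoproteins (386 genes) had odds ratios of 1.65 (adjusted p = 0.0351), 2.20 (0.000121), 2.67 (9.73e-10) and 2.52 (9.10e-11) among the down-regulated DEGs of the same weeks. Over all weeks, marker genes of fibroblasts, endothelium and adipocytes differed by -2.26, -2.37 and -3.65 on the log2 scale between PyMT and FVB. Cell types were not separated, so these enrichments do not show a change within tumor cells. Among the up-regulated DEGs the term Cell Cycle (467 genes) had an odds ratio of 3.80 at week 12 (adjusted p = 2.20e-22), and its adjusted p was 1 at week 6, 0.215 at week 8 and 1 at week 10. DNA Replication had an odds ratio of 3.75 at week 12 (adjusted p = 1.84e-05). At weeks 6, 8 and 10 its odds ratios were 1.16, 1.79 and 0.204, and it did not pass an adjusted p of 0.05. The term DNA methylation (29 genes, of which 24 are histone genes with near-identical copies) held 24 up-regulated DEGs at week 12 (odds ratio 58.3, adjusted p = 6.05e-20), 7 at week 10 (adjusted p = 0.0147) and 5 at week 8 (adjusted p = 0.141). The camera test on all tested genes gave Cell Cycle as up-regulated at weeks 6, 8 and 10, with an adjusted p of 3.31e-06, 3.84e-08 and 2.15e-05. It also gave DNA Replication as up-regulated at these weeks (adjusted p = 2.51e-05, 2.47e-08 and 0.00146). DNA methylation was up-regulated by it as well (3.87e-05, 2.67e-07 and 1.52e-07). By that test Metabolism of lipids and lipoproteins was down-regulated with an adjusted p of 0.314 at week 6, 0.0515 at week 8, 0.00763 at week 10 and 0.00118 at week 12. At week 6 its odds ratio among the up-regulated DEGs was 1.91 (Fisher's exact test, adjusted p = 0.386).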

Of the REACTOME pathways, metabolism and extracellular matrix related terms were also enriched in the down-regulated DEGs; the up-regulated DEGs were enriched on cell cycle and DNA methylation (Additional file 3: Figure S2). Of the GSEA hallmarks, we uncovered enrichment on the E2F targets, G2M checkpoint, MTORC1 signaling in the up-regulated genes (Fig. 2b). We are mostly interested in the E2F targets because the transcription factors E2Fs mediate G1/S transition in cell cycles [31] and regulate tumor development and metastasis as indicated by an early study using the PyMT mice [32]. Interestingly, E2F2 was differentially expressed only in hyperplasia stage with an increase of 3.7 fold (FDR < 0.05) but not in other stages; the E2F targets enrichment was more significant in the later three stages, indicating a possible time lag for the transcription factors to function. 

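E2f2 (ENSMUSG00000018983, chromosome 4 from 135728309 to 135751972 of mm9) had 141 ± 30.6 normalized counts in PyMT and 37.5 ± 4.92 in FVB at week 6 (mean and SD, n = 3), a log2 fold change of 1.90 (standard error 0.46, adjusted p = 0.0345) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its log2 fold change was 0.54 (adjusted p = 0.566) at week 8, 1.05 (adjusted p = 0.313) at week 10 and 1.11 (adjusted p = 0.296) at week 12 by the same test. The week 6 call held in 11 of the 19 alternatives run for this gene and was lost in 8, among them 5 of the 6 fits with 1 sample left out. The difference between the weeks was not significant for any gene in the test of week 12 against week 6, in which 691 of 14918 genes had an unadjusted p under 0.05 and 0 passed adjustment. From the E2f2 increase in hyperplasia and the later enrichment of its targets, the paper proposes a time lag before the transcription factors act.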

We found 79 E2F targets as DEGs from week 12; their differential expression was much higher in the PyMT mice than in controls and this difference maintained throughout tumor progression (Fig. 1d). 

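All 79 genes were matched to the count table, and all 79 had a higher mean in PyMT than in FVB at each of the 4 weeks. The median of their log2 fold changes was 1.11 at week 6, 1.64 at week 8, 1.62 at week 10 and 2.04 at week 12. Adjusted over all tested genes, 8 were up-regulated DEGs at week 6, 12 at week 8, 19 at week 10 and 68 at week 12. Adjusted over the 79 genes alone, the numbers were 10, 30, 29 and 78. The genes were chosen by the paper on week 12, so their number at that week shows overlap with the paper only. With DESeq2's Wald test 23 of the genes were DEGs at week 6 and 36 at week 8. Over all weeks, marker genes of luminal epithelium were also higher in PyMT, by 1.51 on the log2 scale. The mean of the 79 genes followed these markers within FVB (Pearson 0.869) and less closely within PyMT (0.516). A larger epithelial share in PyMT samples could thus account for a part of the increase, and that part was not measured.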

Many E2F targets showed a gradual reduction from week 6 to week 12 in both groups, suggesting a higher activation of development in early life, while some others maintained the high expression in PyMT mice, such as *Dnmt1*, *Diaph3*, and *Prdx4* (Fig. 1d). 

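The mean of the 79 genes on the log2 scale (normalized count plus 1) was 8.56 ± 0.23, 8.49 ± 0.24, 8.34 ± 0.28 and 8.23 ± 0.17 in PyMT and 7.11 ± 1.15, 6.41 ± 1.42, 5.71 ± 1.44 and 5.88 ± 0.68 in FVB at weeks 6, 8, 10 and 12 (SD, n = 3). From week 6 to week 12 the group mean fell for 67 of the 79 genes in PyMT and for 78 in FVB, and it fell at every step for 27 and 19. The correlation of the mean with week was -0.557 in PyMT (Pearson, permutation p = 0.0612; Spearman -0.518, permutation p = 0.0927) and -0.434 in FVB (Pearson, permutation p = 0.157; Spearman -0.497, permutation p = 0.110). Without the 2 samples farthest from the median of the mean the r were -0.425 and -0.30. Adjusted over these 2 relations the Pearson p was 0.122 and 0.157. Diaph3 (ENSMUSG00000022021) had log2 fold changes of 1.13 (adjusted p = 0.30), 1.82 (adjusted p = 0.0354), 2.36 (adjusted p = 0.0457) and 2.94 (adjusted p = 0.00181) at the 4 weeks by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Prdx4 (ENSMUSG00000025289) had 0.76 (adjusted p = 0.285), 1.27 (adjusted p = 0.0518), 1.67 (adjusted p = 0.0177) and 1.7 (adjusted p = 0.00823). In PyMT the normalized count of Diaph3 was 356 ± 148 at week 6 and 345 ± 48.7 at week 12 (SD, n = 3), and that of Prdx4 458 ± 166 and 473 ± 21.2.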

Their functional roles in processes other than cell cycles could also be important for tumor progression.

**Fig. 2:**
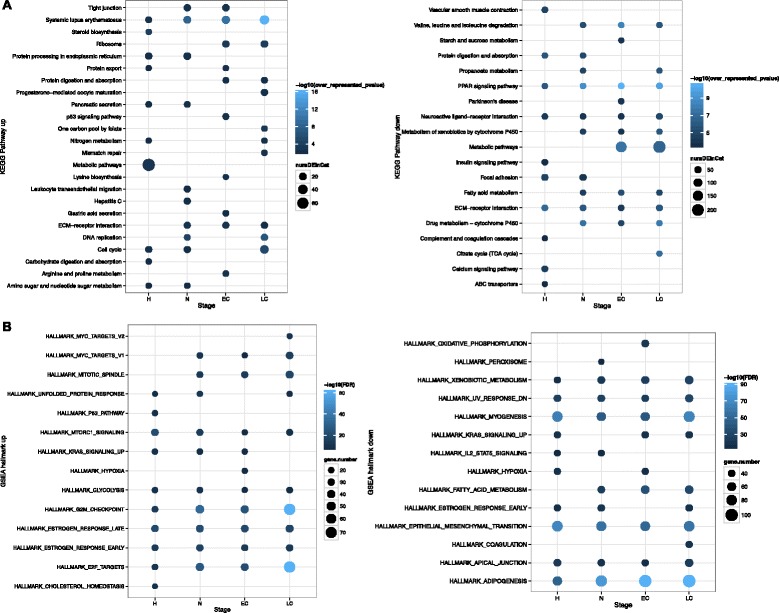
Pathway enrichment analysis. **a** KEGG enrichment of DEGs at four stages. **b** GSEA-hallmark enrichment. The top 10 terms with the most significant FDR at each stage were plotted. H: hyperplasia, N: adenoma/MIN, EC: early carcinoma, LC: late carcinoma. Color represents –log10 of FDR or over represented *p*-value, dot size represents the number of DEGs in each KEGG or hallmark term

We found genes in P53 signaling pathway with increased expression at early carcinoma stage (Fig. 2a), for example *Rrm2*, which functions in DNA repair and damage prevention. *Rrm2* encodes a ribonucleotide reductase and was reported as an indicator of tamoxifen resistant in luminal patients as well as decreased survival in patients of all breast cancer subtypes [33]. 

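Rrm2 (ENSMUSG00000020649, chromosome 12 from 25393106 to 25399011 of mm9) had a log2 fold change of 2.55 (standard error 0.57, adjusted p = 0.0251) at week 6 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same test it was 4.02 (standard error 0.89, adjusted p = 0.0275) at week 8, 2.66 (standard error 1.11, adjusted p = 0.150) at week 10 and 2.83 (standard error 0.66, adjusted p = 0.0154) at week 12. At week 10 the normalized counts in FVB were 61.1, 245 and 0, the last in the library with the most genes at 0, and leaving out that library made Rrm2 a DEG. Over the alternatives of week 10 the adjusted p ran from 0.00634 to 0.396. The calls of weeks 6 and 8 were each lost in 5 of 19 alternatives, with an adjusted p of up to 0.122 and 0.107. The mean in PyMT was 1216 ± 229, 875 ± 114, 629.9 ± 144 and 542 ± 54.6 at the 4 weeks (SD, n = 3).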

In our study, the expression of *Rrm2* increased throughout the breast cancer development in PyMT mice (log2 fold change in hyperplasia, adenoma/MIN, early carcinoma, late carcinoma is 2.5, 4.0, 2.7, and 2.8, respectively) and may serve as potential biomarker for diagnosis as well as drug target.

In addition to terms related to cell cycle and proliferation, we also observed other significant enrichment such as PPAR (peroxisome proliferator-activated receptor) signaling (KEGG:03320) and drug metabolism- cytochrome P450 (KEGG:00982) (Fig. 2b). In late carcinoma, *Pparg* was among the 26 down-regulated PPAR pathway genes (*Cd36, Sorbs1, Pparg, Angptl4, Lpl, Fabp4, Acox1, Acadm, Me1, Cpt2, Slc27a1, Scp2, Adipoq, Acsl1, Fabp3, Ppara, Plin1, Cyp27a1, Acox3, Pltp, Pck1, Ilk, Aqp7, Rxrg, Cpt1c,* and *Nr1h3*); *Cyp2e1* was among the 17 down-regulated drug metabolism-related cytochrome P450 genes (*Mgst3, Ugt1a9, Adh1c, Fmo1, Gstz1, Aox1, Cyp2e1, Gsta3, Gstt2, Maob, Cyp2d6, Fmo2, Gstm1, Ugt1a5, Ugt1a3, Gstm2*, and *Aldh3b2*).

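Pparg (ENSMUSG00000000440, chromosome 6 from 115311239 to 115440419 of mm9) had 132 ± 59.0 normalized counts in PyMT and 1288 ± 488 in FVB at week 12 (SD, n = 3), a log2 fold change of -3.24 (standard error 0.42, adjusted p = 0.00117) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cyp2e1 (ENSMUSG00000025479) had 145 ± 123 and 8078 ± 3380.3 normalized counts and a log2 fold change of -5.76 (standard error 0.81, adjusted p = 0.00156) by the same test. All 26 PPAR pathway genes had a lower mean in PyMT at each week, except that with library size only 25 did at week 6, with a median log2 fold change of -1.88, -3.30, -3.27 and -3.19. Adjusted over all tested genes 15, 16, 19 and 25 were DEGs at weeks 6, 8, 10 and 12, and adjusted over the 26 alone 17, 22, 23 and 26. Of the 17 cytochrome P450 pathway genes 14 could be matched to the count table, and all 14 had a lower mean in PyMT at each week, with a median of -2.02, -3.23, -3.13 and -3.54. Of these 8, 6, 10 and 14 were DEGs over all tested genes, and 8, 11, 11 and 14 over the list alone. Both lists were chosen by the paper on week 12. The mean of the PPAR genes rose and fell with 8 adipocyte marker genes outside the list. Within the 12 PyMT samples Pearson's r was 0.946 (permutation p = 1e-05, the smallest they can give) and Spearman's rho 0.944 (permutation p = 3e-05), and r was 0.893 without the 2 samples farthest from the median of the markers.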

### Hub genes from co-expression network modules predict metastasis in human breast cancer datasets

To identify genes expressed together as modules on a higher systems level, we explored coordinated transcriptional activities among genes in co-expression networks to reveal higher-order expression patterns and signatures of tumors. This network-based method is useful to detect potentially new biomarkers, and complements the identification of individual DEGs. We carried out a weighted gene co-expression network analysis (WGCNA). We first calculated Pearson’s correlation coefficients to measure gene-gene co-expression in our mouse samples. Then we used a topological overlap measure algorithm and identified 12 gene modules (Methods). Five of them are highly preserved (Fig. 3a), i.e., gene-gene co-expression in these five modules is similar in both PyMT tumors and controls. 

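Preservation was measured as the correlation, across pairs of genes, of the gene-gene correlations in the 12 PyMT samples with those in the 12 FVB samples, using the paper's lists of module genes. Gene pairs are not independent replicates, so each value was set against 1000 random sets of as many tested genes. It was 0.141 for the green module (663 genes) and 0.118 for the purple module (357 genes), and 0 of the 1000 random sets reached either value. For the red module (550 genes) it was 0.0334, which 344 random sets reached, and for the black module it was 0.0190, which 922 did. The random sets had medians of 0.0297 to 0.0308. The paper's Zsummary combines more measures than this one.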

Among them, four modules showed significant difference between tumors and controls (Methods, Fig. 3b). 

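The eigengene was taken as the first principal component of the scaled log2 normalized counts of a module's genes over all 24 samples. The black eigengene was 0.142 ± 0.0872 in PyMT and -0.142 ± 0.199 in FVB (SD, n = 12), a difference of 0.283 (two-sided permutation test, p = 0.00013). The difference was -0.340 for the red module (p = 1e-05) and -0.373 for the purple module (p = 1e-05, the smallest that 100000 permutations can give), and it was -0.251 for the green module (permutation p = 0.00048). Adjusted over the 4 modules by the Benjamini-Hochberg method the permutation p were 0.000173, 2e-05, 2e-05 and 0.00048. Among the alternatives the largest permutation p was that of the green module without replicate 1 of every group, and it too was under 0.05.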

Pathway enrichment showed that the modules are enriched with pathways of DNA replication (KEGG: 03030) and cell cycle (KEGG: 04110); focal adhesion (KEGG: 04510) and ECM receptor interaction (KEGG:04512); oxidative phosphorylation (KEGG: 00190) and TCA cycle (KEGG: 00020), and several metabolic pathways including insulin pathway (KEGG: 04910), respectively (Table 2). 

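The black module of the paper's list holds 372 genes, all of them in the count table, and its eigengene carried 47.8% of their variance. It includes 24 of the 79 E2F targets. Its group means were 0.212 ± 0.0889, 0.164 ± 0.0941, 0.119 ± 0.0841 and 0.0726 ± 0.0449 in PyMT and -0.0244 ± 0.242, -0.116 ± 0.192, -0.189 ± 0.262 and -0.237 ± 0.120 in FVB at weeks 6, 8, 10 and 12 (SD, n = 3). Its correlation with week within PyMT was -0.618 (Pearson, permutation p = 0.0333; Spearman -0.540, permutation p = 0.0780), and -0.523 without the 2 samples farthest from the median eigengene. The Pearson p was 0.160 after Benjamini-Hochberg adjustment over the 8 relations of the 4 eigengenes with week.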

Genes in the black module (Additional file 1: Table S1) are involved in DNA replication and cell cycle hence may shed light on the molecular mechanisms of breast cancer in this mouse model. This module is also enriched with targets of E2F and targets of MYC (GSEA hallmark). Genes with the most connections (‘hubs’) in a module capture most of the expression variability and can be considered as the module signature. The top 20 hub genes in the black module are *Uhrf1*, *Cct3*, *Dnmt1, Kif11, Top2a, Ptma, Mcm6, Tpx2, Smc2, Rrm1, Mki67, Tacc3, Ncapd2, Prc1, H2afx, Hist2h2bb, Hist1h1d, Npm1, Hist1h3c,* and *Hist1h2bb* (Fig. 3c). 

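Module membership was taken as the correlation of a gene with the black eigengene over the 24 samples, and connectivity as the summed signed adjacency with the other module genes (power 12). Among the 20 genes with the highest membership were 12 of the paper's 20 hub genes, and among the 20 with the highest connectivity 13. Within the 50 highest of the 372 genes the numbers were 17 and 19. H2afx ranked highest by membership (0.963) and Mki67 highest by connectivity (85.8). Kif11 had the lowest ranks of the 20 hub genes, 96 by membership and 60 by connectivity. All 20 had a higher mean in PyMT at each week, with median log2 fold changes of 1.23, 1.78, 1.95 and 2.34, and 1, 7, 11 and 18 of them were DEGs at weeks 6, 8, 10 and 12. Adjusted over the 20 genes alone the numbers were 0, 18, 17 and 18. Among the hub genes Hist2h2bb, Hist1h1d, Hist1h3c and Hist1h2bb are histone genes with near-identical copies.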

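Akt1, Brca2, Ccnd1, Dnmt1, Mki67, Palb2, Rrm1, Timeless and Top2a all belong to the 372 genes of the black module. Each had a higher mean in PyMT than in FVB at every week, and 1, 1, 3 and 4 of the 9 were up-regulated DEGs at weeks 6, 8, 10 and 12. Adjusted over the 9 genes alone, 2, 5, 4 and 5 passed. The largest change at week 12 was that of Top2a, with a log2 fold change of 3.38 (standard error 0.60, adjusted p = 0.00461) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Mki67 had 2.97 (standard error 0.56, adjusted p = 0.00589) by the same test. At week 12 the log2 fold change was 0.29 (adjusted p = 0.213) for Akt1, 1.12 (adjusted p = 0.108) for Ccnd1 and 0.92 (adjusted p = 0.309) for Palb2.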

Nine genes in this module – *Akt1, Brca2, Ccnd1, Dnmt1, Mki67, Palb2, Rrm1, Timeless,* and *Top2a* – are known human breast cancer genes according to the MalaCards database [5]; four of them are hub genes. Not surprisingly, we found an overlap between hub genes and previously identified DEGs, including *Dnmt1, Top2a, Tacc3, Mcm6*, and *Mki67.*

**Fig. 3:**
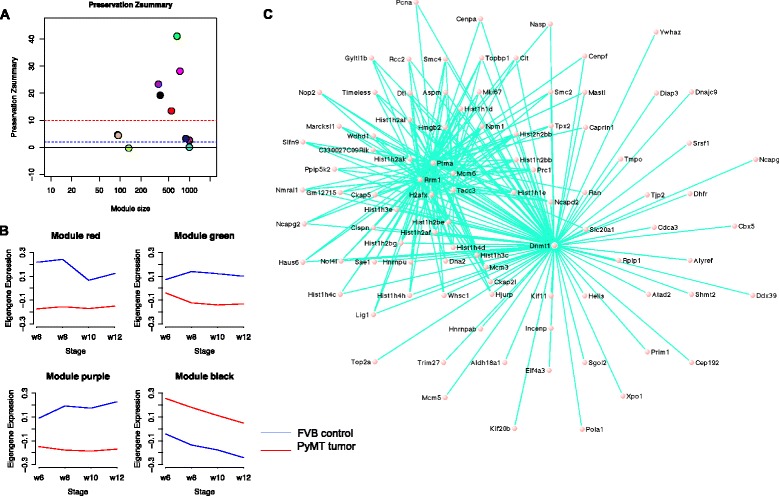
Weighted gene co-expression network analysis (WGCNA). **a** Module conservation. Modules above red line (Zsummary >10) were highly preserved, above blue line (Zsummary >2) were moderately preserved. **b** Co-expression connections in the black module. The connections are simplified to highlight 6 hub genes (*Dnmt1, Tacc3, Ptma, Mcm6, H2afx* and *Rrm1*) with annotation in KEGG pathways. For visualization purpose, only strong connections with topological overlap above a threshold of 0.2 are shown. **c** Module egigengene trajectories (the first principal component, PC1). Red lines are tumor, blue lines are control. Generally, genes in black module increased expression in tumors, and genes in other modules decreased expression

**Table 2:** WGCNA modules with high preservation

Module	Genes	GO enrichment (FDR < 0.05)	KEGG pathways enrichment (FDR < 0.05)
Green	663	Mitochondria, membrane	Oxidative phosphorylation, TCA cycle
Red	550	Extracellular matrix, cell adhesion	Focal adhesion, ECM-receptor interaction
Purple	357	Mitochondria, peroxisome	Metabolism pathways, insulin pathway
Black	372	Cell cycle, M phase, mitotic	DNA replication, cell cycle

Note: Gene numbers in each module with GO and KEGG term enrichment

The PyMT mice provide a very aggressive breast cancer model with a metastatic rate of over 90%. We hypothesized that genes whose expressions correlate with tumor progression may mark more aggressive tumors and thus can be used to predict metastasis risk. To test this hypothesis and to translate our model-based findings to the human disease, we assessed the impact of hub genes on distant metastasis-free survival (DMFS) using the Kaplan-Meier analysis by querying the Gene expression-based Outcome for Breast cancer Online (GOBO) [34]. Based on their high or low expression levels, ten hub genes – *H2AFX, KIF11, MCM6, MKI67, NCAPD2, PRC1, SMC2, TACC3, TOP2A, TPX2 *– separated breast cancer patients into high- and low-risk groups, which showed statistically significant difference in DMFS (Additional file 4: Figure S3). Using the ten genes together as a panel also gave a significant prediction but showed no increase on predicting power. In the purple module, among top 15 genes that we selected as module hubs, 12 (*PEX19, DHDH, ACSL1, ALDH6A1, PNPLA2, PPP2R5A, IVD, MME, ADIPOR2, ALAS1, CDO1*, and *CHPT1*) are non-cell cycle genes and as a gene panel can separate patients with different risks by Kaplan-Meier analysis (*p*-value < 0.05), while the other three cell cycle-related genes (*AKT2, INSR*, and *YWHAG*) cannot. Hubs from the other two models showed no significant ability for separation.

Note that many hub genes as E2F targets are involved in tumorigenesis. 

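Dnmt1 (ENSMUSG00000004099) lies on chromosome 9 from 20711650 to 20757317 of mm9. Its normalized count was 2848 ± 197 in PyMT and 1419.9 ± 562 in FVB at week 6, 2837 ± 734 and 1140.1 ± 627 at week 8, 2669.6 ± 356 and 1188 ± 339.5 at week 10, and 2706 ± 35.0 and 842 ± 229.6 at week 12 (SD, n = 3). The log2 fold change was 1.00 (standard error 0.30, adjusted p = 0.0688) at week 6 and 1.34 (standard error 0.47, adjusted p = 0.108) at week 8 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same test it was 1.22 (standard error 0.26, adjusted p = 0.0159) at week 10 and 1.73 (standard error 0.22, adjusted p = 0.000995) at week 12, so the gene passed the threshold at the later 2 weeks. edgeR's exact test, the likelihood ratio test, DESeq2's Wald test and the fit without a filter on low counts called it at all 4 weeks. Over the alternatives the adjusted p ran from 0.00658 to 1.00 at week 6 and from 0.0105 to 0.625 at week 8. The week 10 call was lost in 4 of 19 alternatives, 3 of them among the 6 fits with 1 sample left out.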

As an E2F target, *Dnmt1* (DNA methytrasferase 1) showed differential expression throughout tumor progression (expression fold changes in PyMT tumors vs. FVB controls during hyperplasia, adenoma/MIN, early carcinoma, and late carcinoma are 2.0, 2,5, 2.3, and 3.2 (FDR < 0.05), respectively). DNMT1 is crucial for the maintenance of DNA methylation, which causes gene silencing and is known to regulate many cancer-related genes including many tumor suppressors [35, 36]. These gene expression changes suggest a global methylation deregulation and a potential key role of DNA methylation in breast cancer. In addition, we have carried out an enhanced reduced representation bisulphite sequencing (ERRBS) of the same PyMT mouse model to examine DNA methylathion changes during its cancer progression process in another study to be published. *Mki67 (Ki67)* is a widely recognized marker for cell proliferation and is associated with breast cancer prognosis statistically [37]. *Top2a* codes for topoisomerase II Alpha, a key enzyme in DNA replication that regulates gene expression and cell division and whose amplification is a predictor for anthracycline treatment in breast cancer [38]. Another hub gene *Tacc3* plays roles in cell cycle, immune system development, and microtubule cytoskeleton organization. An up-regulation of *Tacc3* was observed in breast cancer and it was suggested that *Tacc3* might be a deregulator of DNA damage response and a predictor of survival for breast cancer patients [39]. *Mcm6* and *Ncapd2* are E2F targets as well, and little is known about their roles in breast tumor progression. *Mcm6* is one of the mini-chromosome maintenance proteins and has been suggested as a prognostic marker in melanoma [40]. 

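Mcm2 to Mcm6 and Mcm9 belong to the 372 genes of the black module, and Mcm7 and Mcm8 do not. At week 12 the log2 fold change was 2.59 (standard error 0.23, adjusted p = 0.000327) for Mcm2, 1.40 (standard error 0.43, adjusted p = 0.0435) for Mcm4, 1.98 (standard error 0.54, adjusted p = 0.0283) for Mcm5 and 2.38 (standard error 0.42, adjusted p = 0.00447) for Mcm6 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was 0.97 (adjusted p = 0.247) for Mcm3, 0.93 (adjusted p = 0.0725) for Mcm7 and 0.21 (adjusted p = 0.658) for Mcm9 by the same test. Of the 8 Mcm genes 0, 1, 0 and 4 were up-regulated DEGs at weeks 6, 8, 10 and 12, the single one at week 8 being Mcm6, and adjusted over the 8 genes alone 0, 4, 0 and 4 were. Mcm8 had a log2 fold change of -0.61 (adjusted p = 0.596) at week 8, the only lower mean in PyMT among the 8 genes and 4 weeks, with TMM, with RLE size factors and with library size only.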

In the black module, we found *Mcm2-6* and *Mcm9*. The *Mcm2-7* and *Mcm8-9* form protein complexes respectively to function in DNA replication initiation and DNA recombination repair [41, 42]. An early study showed a strong association between the over expression of *Mcm2-7* and the short survival in a breast cancer cohort [43] and suggested their roles in breast tumor progression. Here we added an additional layer of evidence. *Ncapd2* (non-SMC condensing I complex subunit D2) is involved in mitotic sister chromosome segregation [44] without notable involvement in breast cancer. We think its alteration may represent elevated cell mitosis in tumors like that of *Mki67*.

The green module showed a slight negative correlation between eigengene and tumor progression compared to controls. 

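The green eigengene had group means of -0.0308 ± 0.113, -0.145 ± 0.0578, -0.175 ± 0.0219 and -0.151 ± 0.0389 in PyMT and 0.108 ± 0.199, 0.115 ± 0.387, 0.145 ± 0.222 and 0.135 ± 0.183 in FVB at weeks 6, 8, 10 and 12 (SD, n = 3). Its correlation with week was -0.558 within PyMT (Pearson, permutation p = 0.0401; Spearman -0.518, permutation p = 0.0949) and -0.426 without the 2 samples farthest from the median eigengene. Within FVB it was 0.0581 (Pearson, permutation p = 0.856; Spearman 0.130, permutation p = 0.707), and 0.135 without those 2. Adjusted over the 8 relations the Pearson p was 0.160 in PyMT and 0.856 in FVB. The difference between the PyMT and FVB relations was not tested.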

20 genes from the TCA cycle pathway (*Acly, Aco2, Csl, Cs, Dlat, Dlst, Dld, Fh1, Idh2, Idh3a, Idh3b, Idh3g, Mdh1, Ogdh, Pdhb, Pdha1, Sdha, Sdhd, Suclg1,* and *Sucla2*) were found in the green module. This enrichment indicates a significant involvement of energy metabolism in tumor progression. In the purple module, we found *Eif4ebp1* with reduced expression in tumor. This gene is a eukaryotic translation initiation factor biding protein that functions in the insulin-signaling pathway. It inhibits the oncogene *Eif4e*, whose overexpression leads to human hepatocellular carcinoma development together with Ras activation [45].

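Eif4ebp1 (ENSMUSG00000031490, chromosome 8 from 28370799 to 28386128 of mm9) had a log2 fold change of -1.17 (standard error 0.33, adjusted p = 0.0538) at week 6, -1.29 (standard error 0.26, adjusted p = 0.0216) at week 8, -2.25 (standard error 0.37, adjusted p = 0.00552) at week 10 and -1.72 (standard error 0.36, adjusted p = 0.00949) at week 12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At week 12 its normalized count was 241 ± 94.5 in PyMT and 821 ± 278 in FVB (SD, n = 3). With each sample left out in turn the week 12 value ran from -2.02 to -1.45.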

### Time-course analysis identifies expression patterns of tumor progression and malignant transition

In PyMT mice, the malignant transition occurs between adenoma/MIN (week 8) and early carcinoma (week 10), so we first examined genes that showed fluctuation during this time. 

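The union of the DEGs of week 8 and week 10 held 2456 genes, sorted by the sign of their log2 fold change in each week. At both weeks 893 of them were higher in PyMT and 1547 were lower.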

We classified the union of all DEGs in week 8 and week 10 (3,080 genes) into four groups based on their up- or down-regulation patterns. 

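Of the 2456 genes, 11 were higher in PyMT at week 8 and lower at week 10, and 5 were lower at week 8 and higher at week 10. Among the 1104 genes that passed the threshold at both weeks 350 were higher and 754 lower at both, and 0 changed direction.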

21 genes exhibited up-/down-regulation and 20 genes exhibited the opposite down-/up-regulation (Fig. 4a). Genes with simple expression transition are surprisingly few. As an alternative, we defined a type of statistically transition (Methods). Based on their expression profiles, we clustered the union of 4,391 DEGs into 26 groups of transition patterns (because there was no gene showed all positive transition, left only 26 groups instead of 27 groups (Fig. 4b). 

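For each gene of the union of 3859 DEGs the change of its log2 fold change between consecutive weeks was turned into a z-score over the union, and a z-score beyond 1 in either direction was taken as a change. The paper's text does not state the threshold on the z-score. Of the 27 possible patterns of 3 transitions 26 held at least 1 gene. The 0 genes of the empty pattern would have been positive at all 3 transitions.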

As defined, most genes (3,116 genes in group 2) showed no change for all three transitions. 

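With a z-score of 1 as the threshold 2694 of the 3859 genes were constant in all 3 transitions. With the z-score taken at 1.5 the number was 3283, and at 2 it was 3494.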

Since the malignant transition happens between adenoma/MIN and early carcinoma, we were mostly interested in genes with a peak of either positive or negative change at the second transition. The 193 genes – 113 in group 1 and 80 in group 12 (Fig. 4b) – displayed this transition pattern. 

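Group 1, with a negative change at the transition from week 8 to week 10 alone, held 109 genes, and group 12, with a positive change at that transition alone, held 102. The change of a gene was split into the PyMT change of the mean log2 normalized count and the FVB change with its sign turned. The FVB part, compared with its sign, was the larger for 87 of the 102 genes of group 12, with a median change of 0.18 in PyMT and -1.38 in FVB. All of the 87 but Arhgef19 fell in FVB, and by size the change of Arhgef19 was larger in PyMT. All 3 FVB libraries of week 10 and 2 of 3 of week 8 had counts in packets. In group 1 the FVB part was the larger for 45 of the 109 genes, with a median change of -0.81 in PyMT and 0.63 in FVB. A test of the difference itself, the PyMT against FVB change between weeks 8 and 10 in a fit of all 24 samples, had 1 gene of 14918 with an adjusted p under 0.05 (Trip13) and 533 with an unadjusted p under 0.05.

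**Figure D3:**
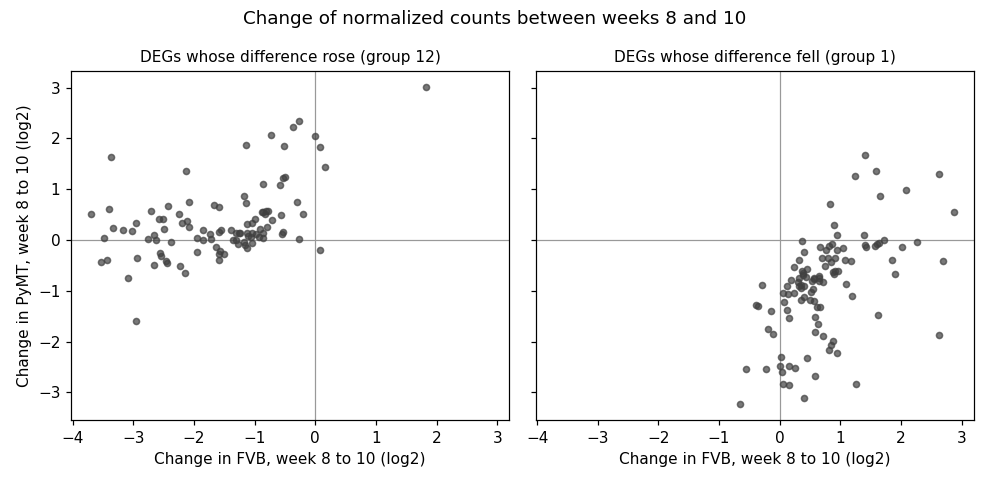
Change of the mean log2 normalized count from week 8 to week 10 in FVB (horizontal axis) and in PyMT (vertical axis) for each gene of group 12 (left) and group 1 (right), with 1 point per gene. In group 12 the points spread along the negative side of the FVB axis, with a median of -1.38 in FVB and 0.18 in PyMT.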

Enrichment (FDR < 0.05) revealed KRAS signaling up and estrogen response early (GSEA hallmark); Calcium signaling (KEGG: 04020) in these genes. 

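At week 10 the log2 fold change was 3.76 (standard error 1.09, adjusted p = 0.0522) for Cdk1, 3.68 (standard error 1.21, adjusted p = 0.0800) for Ccnb2, 3.74 (standard error 0.98, adjusted p = 0.0370) for Plk1, 3.30 (standard error 1.00, adjusted p = 0.0614) for Aurkb and 3.70 (standard error 0.97, adjusted p = 0.0383) for Spag5 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Plk1 and Spag5 passed the threshold of 0.05. Each lost the call in 5 of 19 alternatives, 4 of them fits with 1 sample left out, and Cdk1, Ccnb2 and Aurkb gained it in 10, 9 and 8 of 19. In the FVB library of week 10 replicate 3 Cdk1, Ccnb2, Plk1 and Aurkb had a count of 0. From week 8 to week 10 the mean log2 normalized count changed by 0.13 in PyMT and -1.04 in FVB for Cdk1, by -0.44 and -3.54 for Ccnb2, by 0.41 and -2.58 for Plk1, by -0.06 and -1.11 for Aurkb, and by -0.13 and -1.53 for Spag5. By these values Cdk1, Ccnb2 and Plk1 fell in group 12. Spag5 had a positive change at the third transition as well, and Aurkb was not a DEG at any week.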

The GSEA hallmark E2F targets including *Cdk1, Ccnb2, Plk1, Aurkb,* and *Spag5* were also enriched (FDR < 0.05) in the group 12. Moreover, we found *Erbb4* (log2 fold-change: 0.03, -0.18, 2.39, 2.05) in the group 12. 

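Erbb4 (ENSMUSG00000062209, chromosome 1 from 68078760 to 69154633 of mm9) had a log2 fold change of 0.03 (standard error 0.47, adjusted p = 0.973) at week 6, -0.18 (standard error 0.80, adjusted p = 0.910) at week 8, 2.38 (standard error 1.06, adjusted p = 0.175) at week 10 and 2.05 (standard error 0.36, adjusted p = 0.00425) at week 12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its normalized counts in FVB at week 10 were 91.3, 79.2 and 0, and those in PyMT were 182, 332 and 366. With each sample left out in turn the week 10 value ran from 1.82 to 2.89. From week 8 to week 10 the mean log2 normalized count changed by 1.36 in PyMT and by -2.14 in FVB, and the gene fell in group 12. Erbb2 had a log2 fold change of 0.24 (adjusted p = 0.604) at week 12 by the same test and was a DEG at no week.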

*Erbb4* appears to be an oncogene in breast cancers [46, 47], and *Erbb2* has been suggested to help *Erbb4* carry out the oncogenic activities [46]. Interestingly, Ingenuity Pathways Analysis (Ingenuity® Systems, http://www.ingenuity.com) identified *Erbb2* as a potential upstream regulator (Additional file 5: Figure S4) in week 10 (early carcinoma). Taken together, these two genes may function simultaneously in malignant transition.

**Fig. 4:**
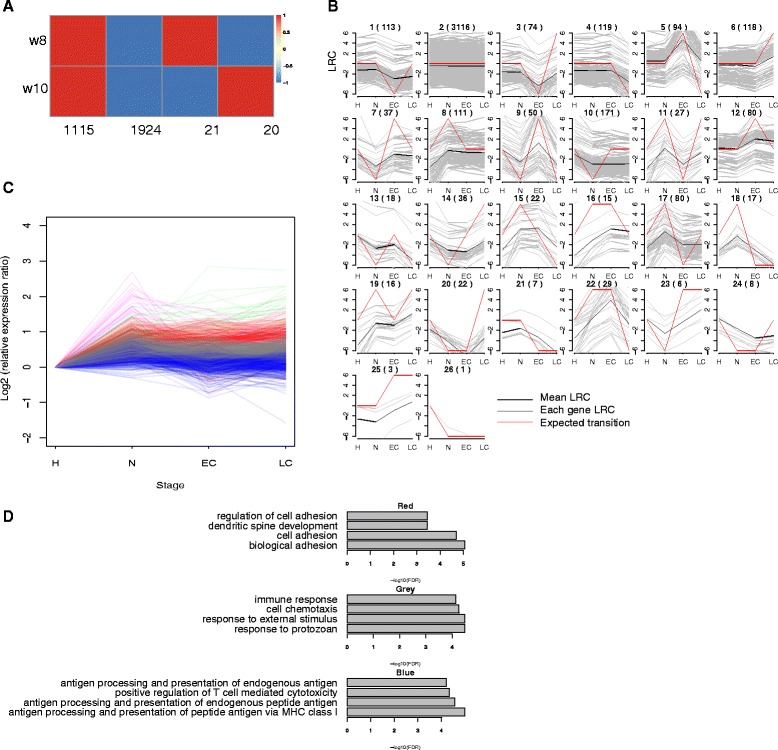
Time-course analysis. **a** Gene groups based on expression transition between week 8 (adenoma/MIN) and week 10 (early carcinoma); red with value 1 = increased expression, blue with value -1 = decreased expression. **b** A total of 26 groups of various transition statuses. The group 1 and group 12 were the two representative groups. The LRC (log2 ratio change) is plotted against the three transitions, red lines represent the assumed transitions with value of -1, 1 or 0; grey lines are individual genes; black lines are the median. Constant transition as 0, 1 and -1 indicate positive and negative changes respectively. Numbers are genes in each group. Genes in these two groups showed significant change from adenoma/MIN to early carcinoma, when the malignant transition happens. H: hyperplasia, N: adenoma/MIN, EC: early carcinoma, LC: late carcinoma. **c** Monotonic time course analysis identified three major groups of genes. **d** GO Biological Process terms enrichment of the three groups, plotted top four results

As a compliment to the transition analysis, we explored the continuous monotonic pattern in tumor samples to study genes with possible tumor maintenance functions (Methods). We first isolated 1,000 genes with highest PCA loading and divided the mean of normalized expression at each time point by that of week 6 to obtain the relative expression ratio. 

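The 1000 genes with the largest PC1 loadings were grouped by k-means (5 groups, 100 starts) on their mean normalized count in PyMT at weeks 8, 10 and 12 over that of week 6, which could be formed for 998 genes. The groups held 398, 275, 258, 64 and 3 genes. The largest group had mean ratios of 0.790, 0.698 and 0.748 at weeks 8, 10 and 12, the next 0.366, 0.407 and 0.357, and the third 1.15, 1.05 and 1.11. The group of 64 genes rose to 1.54, 1.77 and 2.08. The group of 3 genes had a ratio of 8.29 at week 8, 0.854 at week 10 and 2.40 at week 12.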

Using *k*-means clustering, we then separated these genes into five groups with three major ones (Fig. 4c). Genes in red group mainly function in cell adhesion (GO: 0007155) and biological adhesion (GO: 0022610), maintained high expression as tumor progress. Genes in the blue group play roles in the immune system such as antigen processing and presentation, showed decreased expression especially at early carcinoma stage. Genes in the grey group, enriched in response to external stimulus (GO: 0009605), showed no obvious change as tumor progressed (Fig. 4d).

### Novel genes involved in PyMT mouse model of breast cancer

Using R package RISmed, we mined PubMed for the functional relevance of the newly discovered genes in tumor development. We used RISmed to extract bibliographic data from PubMed, and examined if the official symbols of genes that we are interested in concurred with the key word “breast cancer” in article titles or abstracts. If so, such genes are considered to have functions related to breast cancer. Of the 4,391 DEGs, about half have no reported roles in breast cancer. Of the 79 E2F targets we identified in late carcinoma, 14 genes (*H2afz, Spc24, Cenpm, Gins1, Pola1, Prim1, Nop56, Kif18b, Mms22l, Lyar, Tcf19, Cdca3, Trip13, Ncapd2*) are not previously described in breast cancer. 

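All 14 genes had a higher mean in PyMT than in FVB at each of the 4 weeks, with a median log2 fold change of 0.92, 1.44, 1.59 and 1.77. Over all tested genes 0, 2, 4 and 12 of the 14 were DEGs at weeks 6, 8, 10 and 12, and over the 14 alone 0, 3, 5 and 14 passed. Trip13 (ENSMUSG00000021569) had 158, 98 and 98 counts in PyMT and 0 in all 3 FVB libraries at week 10. Against a floor of 3 counts it was 33.2-fold higher in PyMT. This is not a firm lower bound, because the floor lies under the packet sizes of these FVB libraries (12, 13 and 19). The log2 fold change of Trip13 at week 12 was 2.19 (standard error 0.57, adjusted p = 0.0230) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.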

Among those five E2F targets correlated with malignant transition, *Cdk1* and *Plk1* were well studied in breast cancer, but much less so for *Ccnb2, Aurkb,* and *Spag5* (7, 10, and 3 reports, respectively)*.* Among the 79 E2F targets, *Hells, Hmgb3,* and *Cit* are of special interests because of their functions. 

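At week 12 the log2 fold change was 1.32 (standard error 0.29, adjusted p = 0.0122) for Hmgb3 (ENSMUSG00000015217) and 1.81 (standard error 0.43, adjusted p = 0.0157) for Cit (ENSMUSG00000029516) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Hmgb3 had 247 ± 32.6 normalized counts in PyMT and 102 ± 27.1 in FVB, and Cit had 289.7 ± 40.9 and 85.4 ± 50.8 (SD, n = 3). Hmgb3 was also a DEG at week 6, with 1.17 (adjusted p = 0.0333) by the same test. With each sample left out in turn the week 12 value ran from 1.14 to 1.49 for Hmgb3 and from 1.48 to 2.34 for Cit. The week 12 call of Hmgb3 was lost in 1 of 19 alternatives. That of Cit was lost in 4 of 19, 2 of them among the 6 fits with 1 sample left out.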

HELLS interacts with DNMT3A and DNMT3B in the STRING protein-protein interaction database [48, 49], and is known to be involved in survival, *de novo* DNA methylation, and DNA methylation maintenance [50]. It also cooperates with HDAC1, HDAC2, and DNMTs to silence transcription [51]. This is consistent with our finding of increased *Dnmt1* expression and global gene down-regulation. HMGB3 promotes cell proliferation in bladder cancer [52] and interacts with TOP2A and TOP2B, two targets for some anticancer agents. CIT, a serine/threonine-protein kinase, functions together with *Kif14* (its expression increased by more than four folds in the TCGA breast cancer samples) in cell division. In summary, we propose some less studied genes as potential new players in breast cancer progression.

To investigate DEGs identified from PyMT mouse in the context of human, we first used publically available RNA-sequencing data of human breast invasive carcinoma (BRCA) from the TCGA Research Network (http://cancergenome.nih.gov/). We downloaded 115 luminal B subtype BRCA patients data (classified by the PAM50 model [53] in this TCGA paper [14]), which most closely resembles the PyMT mouse model [9]. Because we had three samples at each stage, we only used 10 patient samples with 10 matched adjacent normal mammary tissue as controls thus not to inflate DEGs detecting power. Their Level3 TCGA BRCA RNA-sequencing raw gene counts were processed the same way as for our PyMT data; 3,782 DEGs were identified (FDR < 0.05, fold change > 2). Among those 3,476 DEGs from PyMT late carcinoma stage, 2,779 genes were with human homologues, and 1,139 of them were significantly up- or down-regulated in both PyMT mouse and human, 918 genes in the same direction in both human and mouse (Fig. 5a). Human homologs gene list was downloaded from MGI [41, 54, 55] (Mouse Genome Informatics, http://www.informatics.jax.org/). Among these DEGs from TCGA samples, the up-regulated ones were enriched in cell cycle (REACTOME), E2F targets and G2M checkpoint (GSEA hallmark, Fig. 5b), similar to the enrichment profile of the PyMT mice. There were 100 E2F targets in the 3,782 DEGs out of a total of 200 E2F targets defined by GSEA, a very significant enrichment. We observed significant (*p*-value < 0.05, *t*-test) increased expression of the genes of interests discussed previously in the TCGA luminal B patients except for *Cit* (Fig. 5c). Breast cancers in human and PyMT mice are likely to share similar expression of certain candidate genes. The aforementioned expression analysis of the TCGA data validated our RNA-sequencing results.

**Fig. 5:**
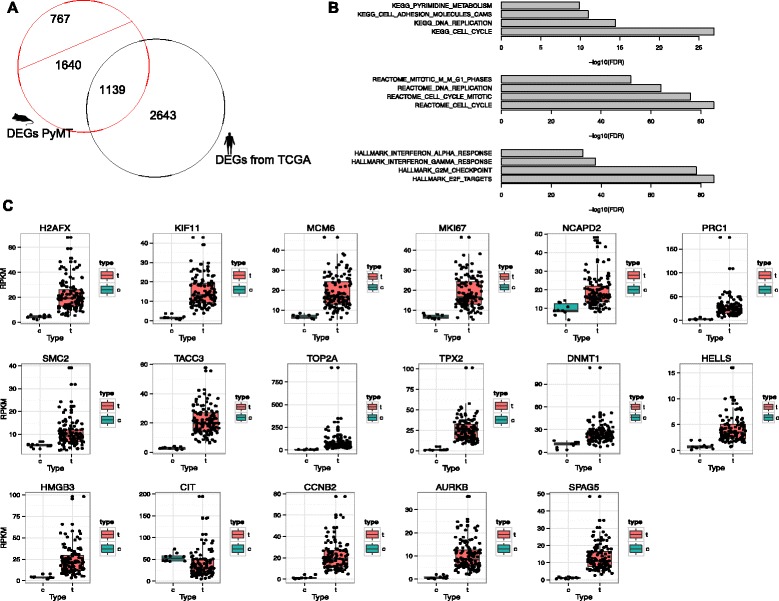
Analysis on the TCGA data. **a** Comparison with human TCGA data. Black circle is the 3,782 DEGs identified in TCGA human breast carcinoma samples; intersect region is the 1,139 DEGs identified in both PyMT and human late carcinoma samples. **b** KEGG, REACTOME and GSEA hallmark enrichment of DEGs in the TCGA data. **c** Expression of the 17 E2F targets of interests in the TCGA data; “t” = tumor, “c” = control

To see how the differences in expression are reflected on the gene product level, we queried The Human Protein Atlas [56] for RNA expression and protein staining scores in the metastatic breast cancer cell line MCF7. Of the ten hub genes tested by the Kaplan-Meier analysis, seven showed significant protein expression (Additional file 2: Table S6).

We also compared our results with other studies of PyMT breast cancer. In a previous study, Andrechek et al [57] compiled various PyMT datasets from the GEO database and identified 4,184 DEGs between PyMT mouse tumor and normal mammary gland. Comparing this set of genes with our 3,476 DEGs from the late carcinoma stage, we found an overlap of 2,069 genes with expression changes in the same direction. To see how our DEGs behave in other mouse models, we compared the same 3,476 DEGs from our study with 4,018 DEGs identified in the same study [57] between carcinoma in MMTV-Neu mice (a mouse model of breast cancer with pulmonary metastasis) and normal mammary gland. We found an overlap of 1,642 genes with expression change in the same direction.

To verify our RNA-sequencing results, we performed qPCR on the same samples used for sequencing. We confirmed increased expression of *Top2a* and *Dnmt1* in all four stages (*p*-value < 0.05, Additional file 6: Figure S5A). To validate that our findings are reproducible, we also carried our qPCR on independent samples from PyMT and FVB mice not used for sequencing. We selected six genes showing increased expression in the PyMT mouse from all stages, and observed similar expression in the qPCR results (Additional file 6: Figure S5B).

## Discussion

A major challenge in breast cancer study is to understand the molecular mechanisms of malignant progression. Mouse models have been widely used to characterize the molecular events in breast cancer. Compared to early microarray-based gene expression studies of PyMT mouse carcinoma [58–60], we demonstrated for the first time transcriptional changes associated with distinct stages in breast cancer progression using RNA-sequencing and observed temporal global mRNA expression deregulation in the PyMT mouse model. Some previous studies used PyMT mouse model to identify signature or biomarkers of tumor virulence [61], or residual tumors and lung metastases [58]. Another study [57] has indicated that highly expressed genes in PyMT mouse are enriched for gene that predict metastasis using the van’t Veer gene set [30]. Many more studies compared various breast cancer mouse models as well as human samples to get mouse model classes and general molecular features of the disease [9, 57, 59]. But none focused on the changes during tumor progression.

We observed that most DEGs identified in the late carcinoma stage first appeared in the much earlier hyperplasia stage. This is consistent with previous human cancer studies, which reported substantial similarity of transcriptional profiles in various pathological stages [4] and suggested that expression profiles of early primary tumors may tell progressive potential [29, 30]. 

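Of the 3092 DEGs of week 12, 1185 (38.3%) were DEGs at week 6. Week 6 had 1498 DEGs in all, too few to make up most of the 3092, so this share was bounded by the number of DEGs. The share was highest at 53.6%, with 1250 of 2332 genes, when all 24 samples shared a fit, and it was 47.6% with DESeq2's Wald test and 22.1% with glmTreat.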

Similar to our findings, earlier investigations with microarrays also observed that more genes were down-regulated in both PyMT mouse [9] and human luminal B subtype [14]. Many of the significantly enriched pathways are actually part of the big “pathway in cancer” (KEGG:05200), such as ECM-receptor interaction and focal adhesion. Although not significant enriched in our data, the PyMT oncogenesis causal pathway PI3K-AKT signaling is also included in the “pathway of cancer” so is linked to many of those enriched pathways. Metabolism deregulation are widely recognized in cancer, such that high calorie diet elevates cancer risk, especially on glucose metabolism [62]. In both DEGs and WGCNA module genes, we found enrichment of many metabolic related terms and pathways, including the TCA cycle pathway.

With the co-expression network analysis, we identified genes that function together. Because co-expression networks derived from RNA-sequencing data exhibit higher correlation and hence higher connectivity than ones derived from microarrays [63], gene modules found in this study could better explain molecular mechanisms of the disease progression. One module with increased gene expression in tumor is enriched with DNA replication and cell cycle genes. Module hub genes are not only potential prognosis biomarkers of the human disease demonstrated by our Kaplan-Meier analysis with data from human patients but also potential risk factors underlying the molecular mechanisms of human breast cancer. Some hubs in this module are known cancer-related genes, however some have not been identified as oncogenes or cancer biomarkers so far, such as *Mcm6* and *Ncapd2*. Although many hub genes can predict future metastasis with statistical significance, the high and low risk groups show only small difference on risk for metastasis. It is possible that individual genes have only limited predictive power and more genes need to be combined into gene panels for finer separation of different risk groups as shown in many gene signature studies [29, 30]. The module enriched in oxidative phosphorylation and the TCA cycle showed decreased expression in tumor, which is consistent with the facts that cancers switch from oxidative phosphorylation to glycolysis due to hypoxia and rely less on the TCA cycle [64]. The reduced expression of TCA cycle genes in carcinoma stage has been reported before in the TAG mouse model [57]. It is very interesting that we observed metabolic changes in the early stages; they can be potential biomarkers for diagnosis. Nonetheless, we may not entirely rule out the possibility that the changes were due to hypoxia induced by the aggressive development for this particular mouse model. Focal adhesion, ECM-receptor interaction, and insulin pathway in other modules were also discovered in previous cancer DEGs studies.

E2F factors, including E2F1 to E2F3A, are well-known transcription activators in cell cycle [65–67], apoptosis, and proliferation [68]. 

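At weeks 6, 8, 10 and 12 the log2 fold change of E2f1 was 0.06, 0.01, -0.04 and 0.52, with an adjusted p of at least 0.532 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. E2f3 had 0.81 (standard error 0.24, adjusted p = 0.0365) at week 12 by the same test, below a fold change of 2, and an adjusted p of at least 0.630 at the other weeks. The week 12 result of E2f3 was weaker in 10 of 19 alternatives, among them 5 of the 6 fits with 1 sample left out. At week 12 the normalized count in PyMT was 70.8 ± 5.45 for E2f1, 72.0 ± 10.8 for E2f2 and 272 ± 32.0 for E2f3 (SD, n = 3).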

Although we did not detect significant variation in their expression, possibly due to low expression levels, their target genes were enriched in DEGs as well as in co-expression modules. Recent studies have unveiled other functions of E2Fs beyond cell cycle [69]. E2F1 expression is suggested to correlate with esophageal squamous carcinoma progression [70]. Its knockdown reduced invasion potential but not proliferation [71]. E2Fs have been associated with relapse-free survival time in Myc-induced tumors [72]. They mediate tumor development and metastasis by regulating the expression of genes involved in angiogenesis [73], such as *Vegfa, Cyr61,* and *Angpt2*, and thus remodeling cell survival and ECM [32]. Besides, among 200 E2F target genes, there are 34 cell cycle genes and 22 DNA replication genes. Because the overlap between E2F targets and proliferation genes is only marginal, our enrichment result on E2F targets reflects more than a mere effect on proliferation. Although the involvement of E2Fs and their targets are well reported, here we proposed some new targets whose functions in breast cancer have not been documented. More importantly, we studied the expression of those E2F target in the early stages of tumor progression to investigate their potentials for cancer early diagnosis. The important roles that E2Fs play in metastasis warrant further investigation of their novel target genes that were discovered in this study. Moreover, the differential expression of *Hells* and *Dnmt1* suggests a crucial role of DNA methylation in tumor development.

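Hells (ENSMUSG00000025001, chromosome 19 from 39005405 to 39045541 of mm9) had 399.8 ± 50.2 normalized counts in PyMT and 121 ± 102 in FVB at week 12 (SD, n = 3), a log2 fold change of 1.78 (standard error 0.52, adjusted p = 0.0362) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same test it was 1.17 (adjusted p = 0.30) at week 6, 1.31 (adjusted p = 0.0432) at week 8 and 0.80 (adjusted p = 0.236) at week 10. The week 12 call of Hells was lost in 6 of 19 alternatives, all with the same direction, whereas that of Dnmt1 held in 19 of 19.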

The enrichment analysis of DEGs confirmed the importance of cell cycle process in the PyMT breast cancer tumorigenesis. Indeed, cell cycle and proliferation genes are strong predictors of metastasis [1]. Nevertheless, we also found DEGs enriched in other pathways such as PPAR signaling throughout tumor progression. PPAR signaling commonly regulates fatty acids metabolism and energy homeostasis and is part of the extensive “pathways in cancer” as defined by KEGG. There is emerging evidence of new cellular functions such as cell differentiation and tumorigenesis for PPAR signaling [74–76]. PPARγ, encoded by *PPARG*, is involved in multiple types of cancer including colonic tumor and breast tumor [74–76]. In breast cancer, PPARγ promotes terminal differentiation of malignant breast epithelial cells, and its activation triggered by drugs like antidiabetic thiazolidinedione (TZD) is associated with reduced cell growth and less malignancy [76]. Another down-regulated pathway in PyMT was drug metabolism-cytochrome P450. Cytochrome P450 (CYP) genes are responsible for phase I drug metabolism and are key enzymes contributing to tumorigenesis through metabolic activation of precaricinogenes [77]. As drug metabolizing enzymes, they also have crucial impact on anticancer drug treatment. CYP2E1, a feature gene in this pathway, was reported to inhibit cell migration in breast cancer cell lines on ectopic expression [78]. Taken together, some key genes from these non-cell proliferation pathways may also regulate tumorigenesis, and thus other genes in these pathways are worth further investigation.

Even though PyMT mouse mimic the human disease, expression levels of some oncogenes vary between the two species [79]. The PyMT oncoprotein is not expressed in human and the lung-specific metastasis nature in PyMT mice may lead to a not generalized molecular signature of breast cancer metastasis. Despite all the limitations, PyMT mouse model is widely appreciated in breast cancer research.

## Conclusions

We found remarkable expression similarity among hyperplasia, adenoma/MIN, early and late carcinoma samples, meaning genes altered in the late stages showed trace in the beginning of tumor progression. It is suggested that we may use early stage expression profile to help diagnosis and treatment. In addition, some E2F target genes identified by differential expression analysis, co-expression network analysis and time-course analysis may promote tumor progression and are new candidate for breast cancer that worth further investigation.

## Additional files

Additional file 1:
**Figure S1.** Quality controls. (A) Sample quality control. Histopathology images with H&E staining showed typical features of various stages (*40). (B) PCA plot without cell cycle and DNA replication genes. Compared with Fig. 1a, the similar result indicates that proliferation genes were not major contributors to PCs.
Additional file 2:
**Table S1–S4.** DEGs from the four stages. **Table S5.** Genes in the WGCNA modules. **Table S6.** RNA expression and protein staining scores from The Human Protein Atlas.
Additional file 3:
**Figure S2.** REACTOME enrichment of DEGs at the four stages, the top 10 terms with the most significant FDR at each stage were plotted. H: hyperplasia, N: adenoma/MIN, EC: early carcinoma, LC: late carcinoma.
Additional file 4:
**Figure S3.** Kaplan-Meier analysis. The analysis was carried out with each individual hub gene and ten hub genes together as well. Patients were separated into two groups based on high (red) or low (grey) expression of each hub gene; Kaplan-Meier estimator showed significant difference in distant metastasis free survival (DMFS) between the two groups (*p*-value < 0.05). In the last plot, all ten hub genes were used together.
Additional file 5:
**Figure S4.** Upstream regulator of ERBB2 at week 10 (early carcinoma) as predicted by the Ingenuity Pathways Analysis (Ingenuity® Systems, http://www.ingenuity.com).
Additional file 6:
**Figure S5.** qPCR verification and validation of gene expression. (A) qPCR verification using the same RNAs sent for sequencing. (B) qPCR validation using RNAs from independent samples from PyMT and FVB mice, not used for RNA-sequencing. Asterisk “*”: *p*-value <0.05. C: controls; T: tumors.

## Abbreviations

CYP: Cytochrome P450
DEG: Differentially expressed gene
ECM: Extracellular matrix
EMT: Epithelia mesenchymal transition
LRC: log2 ratio change
mRNA: Messenger RNA
PyMT: Polyoma middle T
TZD: Thiazolidinedione

How the deposited data were processed for this re-analysis (not part of the article)

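RNA of mammary glands or tumors was measured in 24 samples, 3 PyMT and 3 FVB mice at each of weeks 6, 8, 10 and 12. The authors trimmed adapters, aligned the reads to mm9 with GSNAP, counted them per Ensembl gene with HTSeq and deposited raw counts, one column per sample, without normalization. The table holds 37991 genes, of which 37205 have a gene model in GENCODE M1, used here for coordinates on mm9 and for symbols. Every count column belonged to 1 sample, and the groups were taken from genotype and week. Total counts ran from 6969375 to 13516601 per sample. The floor of 3 counts used for folds against an unexpressed gene covers counting error only. Duplicate columns were checked for by the chi-square per gene between replicates, which ran from 20.4 to 238 over 24 pairs, far above the value near 1 that copies would give.

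The counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, with gene sets read through fgsea 1.28.0, and in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. Genes with a CPM of at least 1 in at least 12 of the 24 samples were tested, which left 14918. At each week the 3 PyMT samples were compared with the 3 FVB samples by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after TMM scaling. DEGs had an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. The change of the PyMT against FVB difference between weeks 8 and 10, and between weeks 6 and 12, was tested in a fit of all 24 samples in 8 groups. Normalized counts are counts over DESeq2's size factors, and 1 was added before taking log2. The genes named in the text were to be those the paper names for its RNA-seq data, the 5 DEGs of week 12 with the largest increase and the 5 with the largest decrease among genes with a mean normalized count of at least 100 and no overlap between the groups, and the 5 genes with the smallest adjusted p in each test of a change between weeks, of which Trip13 alone passed and is named. The genes with the largest PC1 loadings and Arhgef19 are named beside these.

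PCA used DESeq2's variance-stabilized counts of the 500 most variable genes. Eigengenes used the paper's lists of module genes. Differences of scores between the 12 PyMT and 12 FVB samples and correlations with week were tested by two-sided permutation tests with 100000 resamples, whose smallest p is 1e-05. Preservation was set against 1000 random gene sets. Connectivity used a power of 12. REACTOME terms of 10 to 500 tested genes were tested by Fisher's exact test, after 6888 of 7111 gene identifiers of the sets had been matched. K-means used 1000 genes, 5 groups and 100 starts. Marker genes of 9 cell types were averaged on the log2 scale. A packet size was taken from the number of genes by count, smoothed with an SD of 1.5 reads, as its peak at 5 counts or more. In 30 of 30 simulated libraries the packet size was found within 2 reads.

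The DEG fit was tested on simulated data in which 1000 genes in 5 simulations changed 4-fold. It recovered 430 of them (43.0%), and 25 of its 455 calls (5.49%) were wrong. The fit of a change between weeks recovered 365 of 1000 (36.5%), with 16 of 381 calls (4.20%) wrong. Each simulation changed 200 of 14918 genes, fewer than the DEGs of any week, and drew counts without packets. These shares may therefore differ in the real libraries. The alternatives were edgeR's exact test and likelihood ratio test, DESeq2's Wald test, a fit of all 24 samples, a block for the replicate number, RLE size factors, library size only, no filter or a weaker filter on low counts, a test against a fold change of 2, and each replicate left out in turn. Other alternatives were run for PCA, eigengenes, transitions, k-means and enrichment. Division of the counts by the packet size and limma voom with sample quality weights were added after the packets had been seen. Replicate numbers come from the names of the samples, and neither these names nor the paper say that PyMT and FVB samples of the same number are paired. KEGG and hallmark gene sets, the human cohorts and the qPCR were not used here.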

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

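The division of counts by packet size was chosen after the packets had been seen in the counts, and no other test in this part was chosen only after its result was seen. By edgeR's quasi-likelihood test Trip13 was the single gene whose difference between PyMT and FVB changed between week 8 and week 10. DESeq2's Wald test gave 7 genes and the likelihood ratio test 8. In the fit of all 24 samples the change of Trip13 was 8.43 on the log2 scale (standard error 1.18, adjusted p = 0.0126 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives its adjusted p ran from 2.44e-06 to 1.00. At week 8 the counts were 149, 68 and 276 in PyMT and 39, 25 and 55 in FVB, and at week 10 they were 158, 98 and 98 in PyMT and 0, 0 and 0 in FVB, so the 3 FVB libraries carry the change. These libraries have packet sizes of 12, 13 and 19. With counts divided by packet size 0 genes passed the test, and 529 had an unadjusted p under 0.05. With each replicate number left out in turn 0 genes passed as well, with 920, 523 and 392 genes at an unadjusted p under 0.05. When week labels were swapped within genotype and replicate number, 23 of the 32 arrangements, the real one included, gave at least 1 gene. These swaps count any gene, and some of them leave the FVB samples as they are, so they do not test the change of Trip13 itself. The zeros may come from libraries made of few molecules, each read many times, and a fall of Trip13 in FVB glands at week 10 cannot be told apart from that explanation. The call of Trip13 as a DEG at week 10 itself held in 19 of 19 alternatives.

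The 5 DEGs with the largest increase at week 12 were Saa2, Ankrd22, Abpb, Wap and 2310057J18Rik, which the text of the paper does not name, and each stood above an FVB level at or under 3 counts in every library. Against that floor Saa2 was 112-fold higher in PyMT (280, 322 and 661 counts against 0, 0 and 0) and Ankrd22 42.3-fold (238, 75 and 156 against 0, 0 and 0). Abpb was 476-fold higher (1521, 1170 and 2677 against 2, 1 and 2) and Wap 111-fold (200, 293 and 775 against 0, 0 and 1). 2310057J18Rik was 316-fold higher (891, 183 and 2586 against 3, 0 and 2). These folds are not firm lower bounds, because the floor lies under the packet size of 9 of FVB replicate 2 at week 12. The genes were chosen among those without overlap between the groups. With counts divided by packet size 5 of the 5 genes were still DEGs, although this division does not restore molecules that were lost. The call held in 19 of 19 alternatives for Saa2, Ankrd22 and Abpb and in 18 of 19 for Wap and 2310057J18Rik. A larger share of epithelial cells in PyMT samples could also raise them. Within the 12 PyMT samples the mean of the 5 genes had a correlation of 0.412 with the luminal markers (Pearson, permutation p = 0.184; Spearman 0.280, permutation p = 0.380; adjusted p = 0.227 over 16 relations), and -0.179 without the 2 samples farthest from the median of the markers. This relation does not settle a part of the epithelial share. Over all weeks the luminal markers were higher in PyMT by 1.51 on the log2 scale, which is far less than these folds, so a larger luminal share alone does not account for their size. The milk protein markers, which include Wap, were higher by 5.29, and the relation of the other 4 genes to them was not tested. Reads shared with paralogs were not tested, and neither was any cause within the epithelial cells.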

How the results depend on the processing

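The alternatives were set before the data were examined, except the division of counts by packet size and limma voom with sample quality weights, and except all alternatives of the E2F trend with week, which were chosen after seeing the data. No cause of a change below was tested unless a value is given for it. The DEG counts of weeks 6, 8, 10 and 12 (1498, 1484, 2076 and 3092) kept within 1.5 times their value with a fit of all 24 samples, RLE size factors, library size only and both other filters. The test against a fold change of 2 gave 374, 344, 871 and 1363 DEGs, 151 shared by all weeks and a union of 1632. At week 8 edgeR's exact test gave 2307 DEGs, the likelihood ratio test 2405, DESeq2's Wald test 2493, counts divided by packet size 2615 and voom with quality weights 2366. The DEGs shared by all weeks rose from 770 to 1191 with the likelihood ratio test, 1210 with DESeq2's Wald test and 1295 with counts divided by packet size. With 1 sample left out in turn, DEGs ran from 857 to 1606 at week 6, from 513 to 1473 at week 8, from 1262 to 2370 at week 10 and from 2189 to 3438 at week 12, and those shared by all weeks from 265 to 638. Week 12 had the most DEGs under every alternative except the fits of all 24 samples, with 2332 at week 12 against 2740 at week 10.

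The share of down-regulated DEGs stayed above 50% under every alternative except library size only, where it was 45.6%, 47.3%, 49.2% and 42.6% at weeks 6, 8, 10 and 12. At week 6 it moved from 64.4% to 67.5% with the exact test, 67.9% with the likelihood ratio test, 68.5% with all 24 samples in one fit, 61.3% with a CPM of at least 1 in at least 3 samples, 66.8% against a fold change of 2, 69.9% with counts divided by packet size, and from 59.1% to 65.2% with 1 sample left out. At week 8 it moved from 64.1% to 68.6% against a fold change of 2, 67.3% with voom, and from 57.4% to 71.0% with 1 sample left out. At week 10 it moved from 65.3% to 61.1% with all 24 samples in one fit, 62.9% without a filter, 75.4% against a fold change of 2, 61.6% with counts divided by packet size, and from 59.6% to 70.7% with 1 sample left out. At week 12 it moved from 62.6% to 64.5% with all 24 samples in one fit, 69.9% against a fold change of 2, 59.9% with voom, and from 61.0% to 64.7% with 1 sample left out.

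Of the DEGs of week 12, 38.3% were DEGs at week 6. This share was 45.0% with the exact test, 46.2% with the likelihood ratio test, 47.6% with DESeq2's Wald test, 53.6% with all 24 samples in one fit, 32.3% with library size only, 40.9% without a filter, 36.1% with a CPM of at least 1 in at least 3 samples, 22.1% against a fold change of 2, 43.0% with counts divided by packet size, and 25.1% to 46.6% with 1 sample left out.

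The E2F targets that were up-regulated DEGs numbered 8 at week 6, and 16 with the exact test, 17 with the likelihood ratio test, 23 with DESeq2's Wald test, 5 with all 24 samples in one fit, 14 without a filter, 1 against a fold change of 2, 15 with voom, and 1 to 11 with 1 sample left out. At week 8 there were 12, and 33 with the exact test, 34 with the likelihood ratio test, 36 with DESeq2's Wald test, 22 with all 24 samples in one fit, 20 with library size only, 36 without a filter, 1 against a fold change of 2, 46 with counts divided by packet size, 39 with voom, and 1 to 27 with 1 sample left out. At week 10 there were 19, and 29 with the exact test, 32 with the likelihood ratio test, 32 with DESeq2's Wald test, 4 against a fold change of 2, 43 with counts divided by packet size, 37 with voom, and 5 to 38 with 1 sample left out. At week 12 there were 68, and 40 with all 24 samples in one fit, 22 against a fold change of 2, and 39 to 72 with 1 sample left out.

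A block for the replicate number pairs PyMT and FVB samples of the same number, and nothing in the counts shows such pairs. The deviations of same-numbered samples from their group means had a mean correlation of 0.0242 over 84 pairs, against -0.0106 over 168 pairs of other numbers and 0.0632 over 12 pairs of the same week. With the block, DEGs numbered 1181, 1364, 2013 and 2787, and 35.3% of the DEGs of week 12 were DEGs at week 6. With the block in a fit of all 24 samples this share was 53.5%, the down-regulated share was 68.2% at week 6 and 60.8% at week 10, and 29 E2F targets at week 8 and 35 at week 10 were up-regulated DEGs. The Erbb4 log2 fold change at week 8 and the Erbb4 log2 fold change at week 6 changed sign under the block, to 0.13 at week 8 with the 6 samples of the week and to -0.0183 at week 6 with all 24.

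The Erbb4 log2 fold change at week 6 and the Erbb4 log2 fold change at week 8 were near 0 (0.03 and -0.18). At week 6 it was -0.0942 with counts divided by packet size, -0.17 with voom, and -0.24 to 0.69 with 1 sample left out, and at week 8 it was -0.69 to 0.19 with 1 sample left out. Over the values of named genes, these of Erbb4 included, and the share of variance on PC1, which make 48 results in 900 combinations with alternatives, 751 were the same, 88 weaker, 50 stronger, 1 moved and 10 reversed, the last all of Erbb4 at weeks 6 and 8.

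The change of the PyMT against FVB difference between weeks 8 and 10 passed for 1 gene, for 7 with DESeq2's Wald test, 8 with the likelihood ratio test, 0 with counts divided by packet size (529 at an unadjusted p under 0.05) and 0 to 0 with each replicate left out (920, 523 and 392). That between weeks 6 and 12 passed for 0 genes (691 at an unadjusted p under 0.05), for 11 with DESeq2's Wald test and 9 with the likelihood ratio test. REACTOME terms of the up-regulated DEGs rose from 1, 5 and 27 at weeks 6, 8 and 10 to 208, 236 and 138 with the camera test, while those of week 12 and all terms of the down-regulated DEGs stayed within 1.5 times.

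Group 1 of the transitions held 109 genes, and 49 with a z-score of 1.5, 27 with a z-score of 2, and 44 to 100 with a replicate left out. Group 12 held 102, and 44 with a z-score of 1.5, 19 with a z-score of 2, 51 with all 24 samples in one fit, and 37 to 108 with a replicate left out. The genes positive in all transitions numbered 0, and 1 with z-scores over all tested genes, 1 with counts divided by packet size, and 0 to 2 with a replicate left out. Genes constant in all transitions numbered 2694, and 1690 to 2100 with a replicate left out. Of the DEGs at both weeks 8 and 10, 350 were higher and 754 lower at both, and 0 and 0 changed direction, against 893, 1547, 11 and 5 in the union.

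The differences of PC1 and of the 4 eigengenes between PyMT and FVB kept their direction and their side of 0.05 under every alternative run for them. Of the correlations of PC1 to PC4 with week, the one with the smallest adjusted p, PC3 in both genotypes and tied with PC4 in PyMT, had a size of 0.606 in PyMT and 0.624 in FVB. With a replicate left out the size of the correlation with the smallest adjusted p was 0.738 to 0.988 in PyMT and 0.558 to 0.931 in FVB, past 0.05 after adjustment in PyMT without replicates 1 or 2 and in FVB without replicate 1. The correlation with week of the red eigengene in PyMT was 0.107, and -0.258 to 0.552 with a replicate left out, and that of the green eigengene in FVB was 0.0581, and -0.147 to 0.288. Neither passed adjustment. In the simulated data 43.0% of genes with a 4-fold change were found with 3 samples against 3. The simulation had fewer changed genes than the real weeks had DEGs, and no packets, so the share may differ in the real libraries. Still, a gene that is not a DEG at a week is not shown to be unchanged.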

Differences from the paper's values

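The paper reports 2,269 DEGs at week 8 against 1484 here. With the alternatives set before the data were examined the values were within 1.5 times the paper's with edgeR's exact test (2307), the likelihood ratio test (2405), DESeq2's Wald test (2493), all 24 samples in one fit (2086), all 24 samples with the replicate block (2116), RLE size factors (1528), library size only (1575), no filter on low counts (2163) and a CPM of at least 1 in at least 3 samples (1517). They were not with the replicate block (1364), the test against a fold change of 2 (344) and each sample left out (513 to 1473). Counts divided by packet size (2615) and voom with quality weights (2366), both chosen after seeing the values, were within that range too.

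The paper reports 1,486 down-regulated DEGs at week 8 against 951 here. The difference closed with the exact test (1500), the likelihood ratio test (1570), DESeq2's Wald test (1648), all 24 samples in one fit (1374), all 24 samples with the replicate block (1371) and no filter on low counts (1350), and with counts divided by packet size (1724) and voom (1593), both chosen after seeing the values. It remained with the replicate block (889), RLE size factors (990), library size only (745), a CPM of at least 1 in at least 3 samples (963), the test against a fold change of 2 (236) and each sample left out (319 to 910).

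The paper reports 1,211 DEGs shared by all stages against 770 here. The exact test (1132), the likelihood ratio test (1191), DESeq2's Wald test (1210), all 24 samples in one fit (1039), all 24 samples with the replicate block (1030) and no filter on low counts (1072) closed the difference, as did counts divided by packet size (1295) and voom (1105), both chosen after seeing the values. The replicate block (707), RLE size factors (775), library size only (708), a CPM of at least 1 in at least 3 samples (782), the test against a fold change of 2 (151) and each sample left out (265 to 638) did not.

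For genes up-regulated at week 8 and down-regulated at week 10 the paper reports 21 against 11 here. Of the alternatives set before the data were examined the exact test (23), the likelihood ratio test (30), all 24 samples in one fit (21), all 24 samples with the replicate block (22), no filter on low counts (16) and FVB replicate 1 left out (26) closed the difference. DESeq2's Wald test (34), the replicate block (3), RLE size factors (12), library size only (4), a CPM of at least 1 in at least 3 samples (10), the test against a fold change of 2 (1) and the other samples left out (4 to 11) did not. For the opposite direction the paper reports 20 against 5 here. Leaving out FVB replicate 1 (21) or FVB replicate 3 (19) closed that difference. The exact test (34), the likelihood ratio test (56), DESeq2's Wald test (38), all 24 samples in one fit (44), the replicate block (0), all 24 samples with the replicate block (36), RLE size factors (6), library size only (4), no filter on low counts (4), a CPM of at least 1 in at least 3 samples (4), the test against a fold change of 2 (0) and the other samples left out (1 to 6) did not.

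The paper states that Dnmt1 was differentially expressed at every stage. It also reports a significant increase of Dnmt1 by qPCR at each stage in the sequenced samples, which was not used here. At week 6 the fold change was 2.00 here and 2.0 in the paper, so the difference lies in the test. Here the adjusted p of Dnmt1 was 0.0688 at week 6 and 0.108 at week 8. The exact test, the likelihood ratio test, DESeq2's Wald test and no filter on low counts called it at both weeks, with a range over the alternatives of 0.00658 to 1.00 at week 6 and 0.0105 to 0.625 at week 8. All 24 samples in one fit, with or without the replicate block, called it at week 8, as did counts divided by packet size and voom, both chosen after seeing the values. The paper states that E2f2 was differentially expressed in hyperplasia only, and voom, chosen after seeing the values, also called it at week 12 (log2 fold change 2.19, adjusted p = 0.0371, with a range of 0.0371 to 0.907 over the alternatives).

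The paper states that most DEGs of late carcinoma first appeared in hyperplasia, and here 38.3% of them were DEGs at week 6. With 1498 DEGs at week 6 against 3092 at week 12, the share could not have passed 50% in this fit. Its value therefore does not decide the paper's statement. Of the 1498 DEGs of week 6, 1185 were DEGs at week 12. The share passed 50% with all 24 samples in one fit (53.6%) and with the replicate block added to that fit (53.5%), and with no other alternative. The paper states that the late carcinoma stage had the most DEGs, which also holds here except in those same fits. Of the 79 E2F targets the paper lists as DEGs at week 12, 68 were up-regulated DEGs here. No alternative reached all of them. The numbers nearest to it were 76 with the likelihood ratio test, 75 with the exact test and with library size only, 73 with no filter on low counts, and 78 with counts divided by packet size, chosen after seeing the values.

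Aurkb and Spag5 are placed by the paper in group 12. Aurkb was not a DEG here, and DESeq2's Wald test placed it in group 12, as did counts divided by packet size, chosen after seeing the values. Spag5 was positive at the transition after as well, and a z-score of 1.5 and all 24 samples in one fit placed it in group 12. The paper counts Txnip among the genes with top loadings on PC1. It was not among the 500 most variable genes here and ranked 1629 of 14918 when all tested genes were used, and it was not among the genes used in any other alternative. The paper describes the black and red modules as highly preserved, and here 922 and 344 of 1000 random gene sets reached their value. The paper's Zsummary combines more measures than the correlation of gene-gene correlations used here, so these values cannot contradict it. No alternative was run for preservation. A temporal separation of the PyMT samples, apart from a single adenoma/MIN sample, is described by the paper, and here 3 of 12 lay nearest to their own stage. That count used PC1 and PC2, and PC2 followed the muscle markers within PyMT (Pearson 0.944), so it does not measure stage alone. Along PC1 the correlation with week in PyMT was 0.486, and 0.682 without the 2 samples farthest from the median score.

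A caption of the paper counts PC1 and PC2 as the components to which disease status contributes most. Here the PC2 scores of PyMT and FVB differed by 7.88 (two-sided permutation test, p = 0.249). No alternative was run for this difference. The paper relates age to PC3, and here the correlation of PC3 with week did not pass adjustment (-0.606 in PyMT and -0.624 in FVB, adjusted p = 0.0995 for both). With a replicate left out a correlation passed on PC3 without replicate 1 in both genotypes and on PC4 without replicate 2 in PyMT. A gradual reduction of many E2F targets with week is described for both groups. Here 67 of the 79 targets in PyMT and 78 in FVB were lower at week 12 than at week 6, the direction the paper describes. The group mean fell at every step for 27 and 19 of them. The correlation of the mean of the targets with week was not significant in either group, nor in any alternative, all chosen after seeing the values.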

Other observations

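The further peak in the number of genes by count, the relation of zeros to packet size, the part of FVB in group 12 and the relation of the decreased genes to muscle markers were tests chosen only after the result was seen. In 13 of 24 libraries the counts came in packets of 8 to 25 reads, in 6 of 12 PyMT and 7 of 12 FVB libraries. The paper does not report this. A candidate explanation is that few molecules per library were each read many times. It would give a further peak near 2 times the packet size, and such a peak stood out in 7 of the 13 libraries, against 18 of 25 simulated libraries with packets, so this test cannot settle it. Across the 24 libraries, with a packet size of 1 where none was found, the share of genes at 0 rose with the packet size (Spearman 0.769, permutation p = 5e-05, adjusted p = 0.0003 over 6 relations; Pearson 0.713, permutation p = 5e-05, and 0.632 without the 2 libraries farthest from the median packet size). Within the PyMT libraries Spearman's rho was 0.775 (permutation p = 0.00601) and within the FVB libraries 0.830 (permutation p = 0.00166). With the total count the relation was -0.359 (Spearman, permutation p = 0.0849, adjusted p = 0.102; Pearson -0.248, permutation p = 0.234, and -0.183 without 2 libraries), so a share of the total count cannot be excluded. The design gives no biological explanation for packets, since both genotypes and all weeks have them.

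Few molecules per library could also change the DEG counts. With counts divided by packet size the DEGs rose from 1498 to 1924 at week 6, from 1484 to 2615 at week 8, from 2076 to 2891 at week 10 and from 3092 to 3692 at week 12, still the most of the 4 weeks. Whether the rise comes from the packets or from rescaling some libraries before the fit was not tested. The division did not lower the number, but it does not restore lost molecules, so an effect of packets on the DEGs is not excluded. Each week's DEG count was compared with other splits of the 6 samples into 3 and 3. Among the 4 splits that part all same-numbered PyMT and FVB samples, only 1, the real one, gave as many DEGs at week 6, and the same held with 1 of 4 at week 8, 1 of 4 at week 10 and 1 of 4 at week 12. The other 3 gave 0 DEGs each, with 44 to 334 genes at an unadjusted p under 0.05 over the 4 weeks against 3986 to 5960 in the real splits. The 6 splits that part 1 pair also gave 0 DEGs, with 85 to 511 genes at an unadjusted p under 0.05. With 4 splits the share cannot fall under 0.05, so this test alone cannot exclude chance. For the change between weeks 6 and 12, all 32 of the 32 swaps of week labels gave at least the 0 genes of the real arrangement, which they could not fail to do.

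For 87 of the 102 genes of group 12 the larger part of the change from week 8 to week 10, compared with its sign, lay in FVB. All of the 87 but Arhgef19 fell there. Arhgef19 changed by 0.08 in FVB and -0.19 in PyMT, so by size its larger part lay in PyMT. Of the FVB libraries all 3 of week 10 and 2 of 3 of week 8 have packets. The share of genes at 0 was 0.369%, 0.316% and 4.4% in the FVB libraries of week 10 and 1.92%, 0.158% and 0.0263% in those of week 8. In group 1 the larger part lay in FVB for 45 of 109 genes, with a rise there as the median. The fall in group 12 could come from zeros and low counts in the FVB libraries of week 10. With counts divided by packet size group 12 held 145 genes, and Cdk1, Ccnb2, Plk1 and Erbb4 stayed in it, but this division leaves counts of 0 at 0. Without replicate 3 of every group, which leaves out the FVB library of week 10 with the most zeros, group 12 held 37 genes. Plk1 stayed in it, Cdk1 and Erbb4 did not, and Ccnb2 was not a DEG. Cdk1 also left it with a z-score of 1.5 or 2 and with all 24 samples in one fit. Plk1 and Ccnb2 left it with a z-score of 2, and neither was a DEG without replicate 1. Ccnb2 left it without replicate 2 and with z-scores over all tested genes as well. Erbb4 stayed in group 12 in all of these other settings. These settings do not settle the point, and a true fall in FVB glands at week 10 was not excluded.

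PPAR pathway genes may fall in PyMT samples because the samples hold fewer fat cells. The adipocyte markers were lower in PyMT by 3.65 on the log2 scale (two-sided permutation test, p = 1e-05, the smallest they can give; adjusted p = 1.8e-05 over 9 cell types). Within the 12 FVB samples, which have no tumor, the PPAR genes followed these markers (Pearson 0.882, permutation p = 0.00028, adjusted p = 0.00064 over 16 relations; Spearman 0.853, permutation p = 0.00074; 0.820 without the 2 samples farthest from the median of the markers). A fall within fat cells in addition was not tested. Luminal markers differed by 1.51 and fibroblast and endothelium markers by -2.26 and -2.37 (permutation p = 1e-05 each), milk protein markers by 5.29 (permutation p = 1e-05), basal markers by -1.53 (permutation p = 2e-05), and macrophage markers by -0.23 (permutation p = 0.221).

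Muscle genes were among the down-regulated DEGs, and 4 of the 5 largest decreases at week 12 were of Myl1, Tnnt3, Atp2a1 and Pgam2, beside Cyp3a57. The call held in 17 of 19 alternatives for Myl1, 12 for Tnnt3, 9 for Atp2a1, 12 for Pgam2 and 19 for Cyp3a57. A candidate explanation is skeletal muscle dissected with some glands. The muscle markers differed between FVB samples of the same week by more than 3 on the log2 scale in 3 of the 4 weeks, with ranges of 12.58, 2.61, 13.44 and 8.17 at weeks 6, 8, 10 and 12. Within FVB the mean of the 4 decreased genes that are not markers followed the muscle markers (Pearson 0.992, permutation p = 1e-05, the smallest they can give; Spearman 0.993, permutation p = 1e-05; adjusted p = 3.2e-05 over 16 relations; 0.987 without the 2 samples farthest from the median). PC2 followed them as well, with a Pearson r of 0.978 in FVB and 0.944 in PyMT (permutation p = 1e-05 each). The paper describes a slight contribution of litter to PC2. Litter was not analysed here, so its effect on these genes was not tested. Over all weeks the markers did not differ significantly between PyMT and FVB (difference -2.51, two-sided permutation test, p = 0.184, adjusted p = 0.221). At week 12 itself they were 3.18, 3.79 and 5.95 in PyMT and 14.30, 8.01 and 6.13 in FVB, without overlap. The values within FVB are in line with muscle in some samples, and a fall of muscle genes in PyMT was not excluded.

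The down-regulated DEGs outnumbered the up-regulated ones at week 12 with composition scaling. With library size only the down-regulated share moved by 20.0 percentage points to 42.6%. RLE size factors, the other composition scaling, gave 64.3%. Library size only moves all genes alike, so the changed balance follows from that shift and does not show which scaling is right.

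The mean of the E2F targets was lower in FVB glands at week 12 than at week 6, although its correlation with week was not significant. This difference could reflect fewer epithelial cells per sample. Within FVB the mean of the 79 targets followed the luminal markers (Pearson 0.869, permutation p = 0.00025, adjusted p = 0.00064 over 16 relations; Spearman 0.839, permutation p = 0.0011; 0.918 without the 2 samples farthest from the median of the markers). The luminal markers did not fall with week, with a Pearson r of -0.154 (permutation p = 0.633; Spearman -0.151, permutation p = 0.657; -0.411 without 2 samples). The explanation can therefore be neither kept nor dropped. The slope of the targets per week was -0.22 in FVB and -0.06 in PyMT on the log2 scale, and the difference of 0.16 was not significant (permutation p = 0.252).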
